# Machine learning-powered antibiotics phenotypic drug discovery

**DOI:** 10.1038/s41598-019-39387-9

**Published:** 2019-03-21

**Authors:** Sannah Zoffmann, Maarten Vercruysse, Fethallah Benmansour, Andreas Maunz, Luise Wolf, Rita Blum Marti, Tobias Heckel, Haiyuan Ding, Hoa Hue Truong, Michael Prummer, Roland Schmucki, Clive S. Mason, Kenneth Bradley, Asha Ivy Jacob, Christian Lerner, Andrea Araujo del Rosario, Mark Burcin, Kurt E. Amrein, Marco Prunotto

## Abstract

Identification of novel antibiotics remains a major challenge for drug discovery. The present study explores use of phenotypic readouts beyond classical antibacterial growth inhibition adopting a combined multiparametric high content screening and genomic approach. Deployment of the semi-automated bacterial phenotypic fingerprint (BPF) profiling platform in conjunction with a machine learning-powered dataset analysis, effectively allowed us to narrow down, compare and predict compound mode of action (MoA). The method identifies weak antibacterial hits allowing full exploitation of low potency hits frequently discovered by routine antibacterial screening. We demonstrate that BPF classification tool can be successfully used to guide chemical structure activity relationship optimization, enabling antibiotic development and that this approach can be fruitfully applied across species. The BPF classification tool could be potentially applied in primary screening, effectively enabling identification of novel antibacterial compound hits and differentiating their MoA, hence widening the known antibacterial chemical space of existing pharmaceutical compound libraries. More generally, beyond the specific objective of the present work, the proposed approach could be profitably applied to a broader range of diseases amenable to phenotypic drug discovery.

## Introduction

Antibiotic drug discovery has been one of the most fascinating tales in the history of modern medicine^1^. This class of drugs still represents, in the consciousness of the general public, the prototypical magic bullet against bacterial pathogens. Over the years, antibiotics have saved more human lives than any other type of drug. Despite the incredible value antibiotics hold for society, the pharmaceutical industry gradually phased out antibiotic research and development due to the virtue of their clinical success. Recently, driven by the rise in antibiotics resistance and the associated public health implications^2^, health regulators, policy-makers and pharma companies have joined forces to incentivize antibiotic R&D^3^.

Despite rapid technological progress, the discovery of novel antibacterial drugs remains challenging. To overcome those difficulties and to move beyond well-known targets, phenotypic drug discovery (PDD) screening methods have been a valid alternative^4^. In a classical phenotypic screening approach, promising antimicrobial compounds are selected on the basis of their empirical ability to prevent cell growth *in vitro*. Results of PDD heavily rely on the chemical diversity of the library used. Though constantly evolving and enriching over time, the compound collections designed for drug development are biased for chemical features optimized to increase permeability in eukaryotic cells, routine targets of pharmaceutical research. Prokaryotic specific structures, *e.g*., bacterial cell walls, and specific mechanisms, *e.g*., efflux pumps, degrading enzymes or biofilm formation, reduce even further the spectrum of useful compounds capable of inducing bacteria cell death or preventing bacteria cell growth. Corporate compound libraries have therefore a limited chemical diversity^5^ in relation to bacteria drugability^6^.

The present study investigates compounds from such libraries, which display weak potency of inducing bacteria cell death or inhibiting bacteria growth under general screening conditions, searching for compound-induced phenotypic modulation of individual cellular features to identify potential candidates for development into antibiotics. We investigated this *grey* chemical matter (defined as compounds capable of inducing phenotypic modulation but only weakly active in inducing bacteria cell death or inhibiting bacteria growth at typical screening concentration) adopting a combined multiparametric high content screening (HCS) approach using a combination of PDD methods and a robust data analysis pipeline powered by machine learning (ML). The present proof of concept study showed that this approach allows identification of compounds with novel mode of action (MoA) amenable to medicinal chemistry evolution into leads.

By sharing our methodology and the related initial results, we do hope to encourage other research teams to explore their own compound collections using this alternative paradigm in order to identify novel antibiotics.

## Results

### The chemical space of the Roche pharma library is limited in respect to antibacterial-susceptibility

The antibacterial activity of 1.5 million compounds from the Roche compound library were tested at a single concentration (40 μM) against 4 Gram-negative (GN) pathogens: i) *Acinetobacter baumannii* (ATCC 17978), ii) *Escherichia coli* (BW25113), iii) *Klebsiella pneumoniae* (NCTC 13438) and iv) *Pseudomonas aeruginosa* (NCTC 11451). To measure inhibition the reduction in bacterial growth (OD 600 nm; relative to growth in the absence of compound) was determined 16 hrs after compound addition (data not shown). Initially approximately 10’000 compounds were identified that inhibited growth more than 50% of any one strain tested. Among the hits were many compounds from historic antibiotics projects. After removing known antibiotics and frequent hitters, the remaining compounds were prioritized based on novelty, potency, chemical structure, and availability of purified powder material. In total 750 hits were validated in a subsequent 10-point dose-response screen (EC50) against the pathogens used in the initial screen. Figure 1 displays an overview of the results after grouping the data into 6 different potency categories. Only a limited fraction of the tested compounds (0.05%) displayed potent (<0.1 μM EC50) antibacterial activity. Clear differences in susceptibility are observed amongst the 4 GN species especially in the EC50 intervals between 1 and 10 µM and 10 and 30 µM. Wild type *A. baumannii* is most susceptible to active compounds whereas fewer compounds were found active against wild-type *E. coli*. *E. coli*-susceptibility is however still significantly higher than those for *K. pneumoniae* or *P. aeruginosa*.

**Figure 1:**
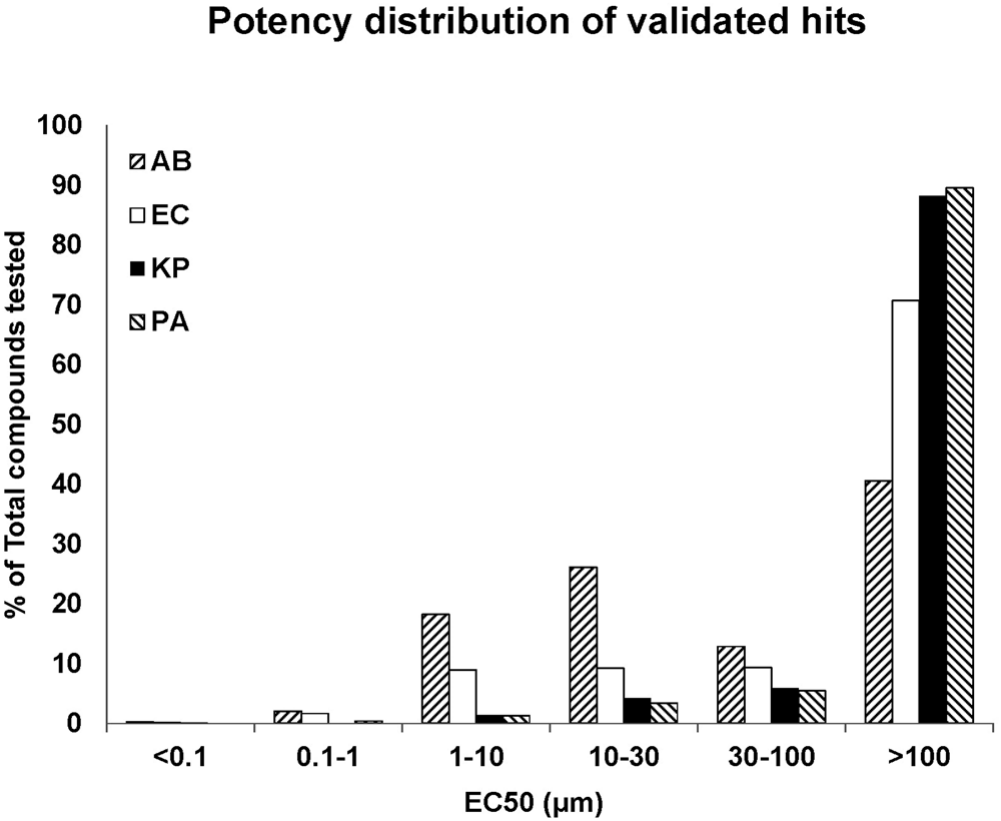
Antibacterial susceptibility of prioritized hits extracted from the Roche/Genentech compound collection. The histogram shows the potency distribution of 750 compounds active against one or more key Gram negative bacterial species. AB: *A. baumannii*, EC: *E. coli*, KP: *K. pneumoniae*, PA: *P. aeruginosa*, EC50: effective compound concentration to inhibit growth by 50%.

### Compound-induced phenotypic changes results in a specific bacterial phenotypic fingerprint defined at the lowest effective dose

In order to move beyond bacteria cell growth inhibition as phenotypic screening readout we explored alternative indicators for compound activity at lower concentrations and/or earlier time points. Treatment with antibiotics is known to induce changes to a range of individual cell features which can be captured with microscopy^7^. In our approach we visualize these changes with fluorescent stains for membrane, DNA and membrane permeability and use HCS automated microscope (Perkin-Elmer Opera QEHS) and instrument integrated software (Acapella) to capture and quantify the changes to individual features. The major part of the features relates to cell morphology, fluorescence intensity and (sub)cellular distribution, and together the unique pattern in change constitute the compound induced phenotype or bacterial phenotypic fingerprint. A full list with description of the derived parameters can be found in Supplementary Table S1.

Next, we set out to identify a robust definition of the lowest compound concentration capable of inducing significant changes to the bacterial phenotype. Spline fits were generated for all individual HCS derived features. For each feature the concentration where a significant change is reached was defined as the spline fit point where the complete confidence interval exceeded 3 times median absolute deviation (MAD) of untreated samples from median values of control samples. A set of 9 features representative of different response profiles derived from the same compound dose response curve are shown in Fig. 2a to illustrate the logic of LOED determination. Features 1–3 and 7–9 all contribute, reaching respectively the upwards or downward deflection point, while features 4–6 do not contribute, because of missing curve fit or no significant deflection within the concentration range. Consensus *lowest effective dose* (LOED) was defined as the composite of all feature values with significant change by taking the mean of the individual values weighted on the goodness of the fit. No LOED was defined in case of less than 3 individual features being significant. See also Fig. S1 for details. This approach resulted in a finely tuned, statistically-stable characterization of the lowest effective, sub-lethal dose inducing bacterial phenotypic modulation, as indicated by the generally low standard deviation of the LOED for individual compounds between independent experiments (Tables 1, 2 and -S2).

**Figure 2:**
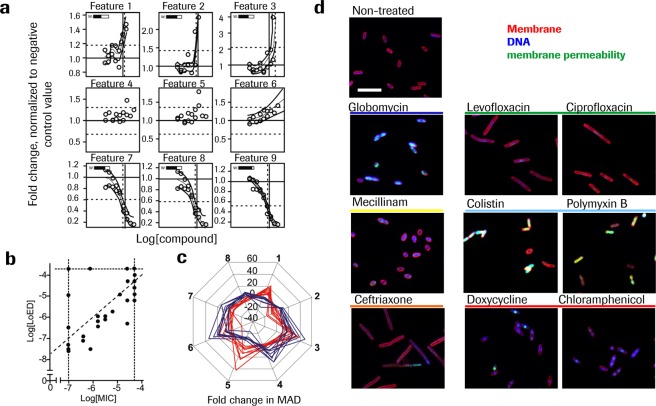
Bacteria phenotypic modulation is defined by a lowest effective dose. (**a**) Schematic illustration of LOED calculation method: Dose-dependent response curves for a small subset of nine features selected to represent different types of response profiles are shown to illustrate the process: LOED is indicated as solid vertical bar at the same location in all the panels, and calculated in a consensus approach as the weighted mean of all detected individual LOEDs (dashed vertical lines). Features 1–3 and 7–9 reaches respectively positive – or negative deflection points and individual LOEDs can be derived, while features 4–6 do not contribute, either due to missing curve fit (4&5) or no significant deflection (6). The weights of the contributing features are defined as the goodness of the respective curve fit (variable “w”, top left in each panel). (**b**) Correlation between MIC and LOED for *E. coli* WT. Horizontal and vertical stabled lines indicate concentration range tested. Similar value for LOED and MIC is indicated with the diagonal line. Panel (**c**) Comparison of the antibiotic treatment induced changes to eight selected features quantified with HCS and expressed as fold MAD of non-treated control samples, for two compounds with similar LOED, doxycycline (red) and globomycin (blue). For detailed feature description see Supplementary Table S1 d) *E. coli* treated with the indicated compound for 1h with a concentration at 4x LOED. Images of the fluorescent stains were acquired with the Opera QEHS reader, 60x magnification. Scale bar corresponds to 10 μm.

**Table 1:** Similarity score for known antibacterial compounds on *E. coli ΔTolC*. Similarity score for compound effect on *E. coli ΔTolC* derived with Random Forest analysis from compiled phenotypic changes quantified across multiple experiments. The Random Forrest model is established using the parameter set for the six reference antibiotics and non-treated samples using the values at 2 and 4 fold LOED. Each analysis combines values from 2-3 experiments with n = 1-3. The number of data points for each reference condition is reduced to a similar number by automated selection of data points for the individual experiments. The similarity score in the individual experiment is the frequency of matching prediction expressed as a fraction of 1, where a higher value represents a higher similarity. Fingerprint quality: “Clear”: At least one parameter with >10 fold change in >85% of the individual datapoints at 4x LOED. “Weak”, no single parameter with consistent change required for classification as “clear”, but visual inspection reveals presence of a systematic weaker fingerprint including >5 parameters. LOED is derived for each individual experiment with n = 1-3.

Test Compound with known MoA/target	Fingerprint quality		Set of reference treatments for random forest model generation							Number of independent analysis	Log[LOED] Median ± Stdev (N)
			Ceftriaxone	Colistin	Doxycycline	Globomycin	Levofloxacin	Mecillinam	DMSO		
Ceftriaxone *Cell-wall*	clear	out of bag analysis	**0.92** ± *0.03*	**0.02** ± *0.03*	**0.01** ± *0.01*	**0.01** ± *0.00*	**0.04** ± *0.01*	**0.00** ± *0.02*	**0.01** ± *0.01*	11	**−7.3 ± **0.2 (25)
Colistin *Membrane integrity*	clear		**0.02** ± *0.01*	**0.90** ± *0.01*	**0.01** ± *0.01*	**0.03** ± *0.01*	**0.01** ± *0.01*	**0.01** ± *0.02*	**0.02** ± *0.01*		**−6.2 ± **0.3 (25)
Doxycycline *Ribosome*	clear		**0.01** ± *0.01*	**0.01** ± *0.01*	**0.92** ± *0.02*	**0.01** ± *0.01*	**0.03** ± *0.01*	**0.01** ± *0.02*	**0.02** ± *0.01*		**−6.2 ± **0.2 (25)
Globomycin *Lipoprotein export*	clear		**0.01** ± *0.00*	**0.03** ± *0.00*	**0.01** ± *0.01*	**0.91** ± *0.05*	**0.01** ± *0.01*	**0.03** ± *0.01*	**0.01** ± *0.02*		**−6.4 ± **0.6 (23)
Levofloxacine *Topoisomerase*	clear		**0.04** ± *0.01*	**0.01** ± *0.01*	**0.03** ± *0.01*	**0.01** ± *0.00*	**0.89** ± *0.03*	**0.01** ± *0.00*	**0.01** ± *0.00*		**−7.9 ± **0.6 (25)
Mecillinam *Cell-wall*	clear		**0.00** ± *0.00*	**0.01** ± *0.00*	**0.01** ± *0.01*	**0.02** ± *0.01*	**0.00** ± *0.00*	**0.92** ± *0.02*	**0.03** ± *0.01*		**−6.4 ± **0.3 (25)
DMSO			**0.01** ± *0.01*	**0.03** ± *0.01*	**0.03** ± *0.01*	**0.01** ± *0.04*	**0.02** ± *0.01*	**0.06** ± *0.03*	**0.83** ± *0.06*		
Cefepim *Cell-wall*	clear	Similarity score towards reference antibiotics	**0.80** ± *0.00*	**0.05** ± *0.00*	**0.02** ± *0.00*	**0.02** ± *0.00*	**0.08** ± *0.00*	**0.01** ± *0.00*	**0.02** ± *0.00*	2	**−7.8 ± **0.2 (4)
Polymyxin B *Membrane integrity*	clear		**0.05** ± *0.01*	**0.75** ± *0.04*	**0.04** ± *0.01*	**0.08** ± *0.03*	**0.03** ± *0.01*	**0.01** ± *0.00*	**0.03** ± *0.01*	5	**−5.8 ± **0.5 (10)
Chloramphenicol *Ribosome*	clear		**0.01** ± *0.01*	**0.02** ± *0.01*	**0.75** ± *0.06*	**0.03** ± *0.01*	**0.04** ± *0.03*	**0.06** ± *0.02*	**0.06** ± *0.02*	5	**−5.5 ± ** *0.2 (9)*
Clarithromycin *Ribosome*	clear		**0.01** ± *0.01*	**0.02** ± *0.01*	**0.77** ± *0.04*	**0.02** ± *0.01*	**0.04** ± *0.02*	**0.06** ± *0.01*	**0.08** ± *0.01*	6	**−5.5 ± **0.1 *(10)*
AZ-LolCDE *Lipoprotein export*	clear		**0.01** ± *0.00*	**0.07** ± *0.01*	**0.01** ± *0.00*	**0.79** ± *0.04*	**0.01** ± *0.00*	**0.09** ± *0.04*	**0.01** ± *0.00*	3	**−6.7 ± ** *0.3 (5)*
Ciprofloxacin *Topoisomerase*	clear		**0.17** ± *0.05*	**0.03** ± *0.01*	**0.04** ± *0.01*	**0.04** ± *0.01*	**0.68** ± *0.07*	**0.01** ± *0.00*	**0.02** ± *0.01*	3	**−7.7 ± ** *0.2 (7)*
Norfloxacine *Topoisomerase*	clear		**0.11** ± *0.02*	**0.03** ± *0.01*	**0.06** ± *0.01*	**0.03** ± *0.02*	**0.74** ± *0.04*	**0.01** ± *0.00*	**0.02** ± *0.01*	2	**−7.4 ± ** *0.2 (4)*
Avibactam *β-lactamase and cell-wall*	clear		**0.01** ± *0.00*	**0.02** ± *0.00*	**0.02** ± *0.02*	**0.04** ± *0.01*	**0.01** ± *0.00*	**0.74** ± *0.07*	**0.16** ± *0.05*	2	**−4.9 ± ** *0.2 (4)*
CCCP *Membrane potential*	bi-phasic		*NA*	*NA*	*NA*	*NA*	*NA*	*NA*	*NA*		*NA*
GyrB/ParE ATPase *Gyrase B*	clear		**0.03** ± *0.03*	**0.04** ± *0.03*	**0.36** ± *0.14*	**0.05** ± *0.02*	**0.43** ± *0.15*	**0.03** ± *0.02*	**0.05** ± *0.03*	8	**−7.4 ± ** *0.3 (11)*
MD3 *SPase1*	weak		**0.01** ± *0.01*	**0.04** ± *0.05*	**0.11** ± *0.08*	**0.05** ± *0.05*	**0.03** ± *0.01*	**0.14** ± *0.09*	**0.42** ± *0.14*	1	**−4.3 ± ** *0.6 (3)*
Nitrofurantoin *Unknown*	clear		**0.15** ± *0.12*	**0.11** ± *0.04*	**0.13** ± *0.08*	**0.10** ± *0.11*	**0.33** ± *0.04*	**0.03** ± *0.04*	**0.10** ± *0.03*	3	**−5.2 ± ** *0.2 (7)*
Nitroxoline *Unknown*	no		*NA*	*NA*	*NA*	*NA*	*NA*	*NA*	*NA*		*NA*
Triclosan *FabI*	clear		**0.17** ± *0.11*	**0.28** ± *0.07*	**0.08** ± *0.02*	**0.15** ± *0.07*	**0.07** ± *0.05*	**0.09** ± *0.03*	**0.16** ± *0.05*	5	**−5.8 ± ** *0.7 (11)*
Trimethoprim *DNA synthesis*	clear		**0.08** ± *0.05*	**0.06** ± *0.03*	**0.24** ± *0.11*	**0.14** ± *0.11*	**0.23** ± *0.11*	**0.08** ± *0.03*	**0.16** ± *0.03*	2	**−6.9 ± ***0.3 (*7)

**Table 2:** Identification of MoA for new antibacterial compound classes. Similarity score for compound effect on *E. coli ΔTolC* derived with Random Forest analysis from compiled phenotypic changes quantified across multiple experiments to assess the MOA for the five active test compounds from compound class 1. Median value of classification in 2–5 experiment series, each 2 independent experiments. Only the median is displayed for clarity, for more details see Table-S3. Column 3–9, standard set of reference compounds used to build the random forest model. Each of the following columns is for the similarity score generated with a slightly different reference set where the indicated test compound has replaced the compound with the closest profile in the reference set. Only the similarity score towards the new reference compound is displayed.

	Default *E. coli* reference compounds								Custom reference compounds										Log[LOED] Median +/- stdev (N)
		Ceftriaxone	Colistin	Doxycycline	Globomycin	Levofloxacin	Mecillinam	DMSO	GyrB/ParE- ATPase	MD3	Nitrofurantoin	Triclosan	Trimethoprim	1a	1b	1h	1j	1o	
Test compounds	Ceftriaxone	**0.90**	0.02	0.01	0.01	0.05	0.01	0.01	0.04	0.00	0.07	0.03	0.04	0.02	0.03	0.02	0.00	0.01	−7.3 ± 0.3 (15)
	Colistin	0.02	**0.90**	0.01	0.03	0.01	0.01	0.02	0.02	0.01	0.04	0.04	0.03	0.04	0.04	0.04	0.01	0.01	−6.2 ± 0.3 (15)
	Doxycycline	0.01	0.01	**0.92**	0.00	0.03	0.01	0.02	0.17	0.02	0.08	0.01	0.07	0.01	0.01	0.01	0.03	0.03	−6.2 ± 0.3 (15)
	Globomycin	0.01	0.01	0.01	**0.95**	0.01	0.02	0.00	0.01	0.01	0.02	0.22	0.06	0.22	0.18	0.21	0.02	0.01	−6.6 ± 0.4 (14)
	Levofloxacin	0.05	0.02	0.03	0.01	**0.88**	0.01	0.01	0.24	0.00	0.38	0.01	0.14	0.01	0.01	0.01	0.00	0.00	−7.9 ± 0.7 (15)
	Mecillinam	0.01	0.01	0.01	0.02	0.00	**0.92**	0.03	0.02	0.01	0.02	0.01	0.03	0.01	0.01	0.01	0.03	0.03	−6.7 ± 0.4 (15)
	DMSO	0.02	0.03	0.04	0.01	0.02	0.04	**0.83**	0.02	0.07	0.05	0.02	0.05	0.03	0.01	0.02	0.07	0.08	
	GyrB/ParE ATPase	0.04	0.03	**0.63**	0.01	0.23	0.02	0.03	**0.90**	0.02	0.30	0.03	0.27	0.04	0.02	0.00	0.03	0.02	−7.4 ± 0.0 (2)
	MD3	0.01	0.03	0.13	0.01	0.02	0.17	0.59	0.06	**0.92**	0.04	0.03	0.09	0.05	0.02	0.03	**0.71**	**0.63**	−4.3 ± 0.6 (11)
	Nitrofurantoin	0.20	0.12	0.19	0.04	0.31	0.05	0.09	0.25	0.01	**0.88**	0.05	0.34	0.05	0.07	0.05	0.02	0.02	−5.2 ± 0.2 (7)
	Triclosan	0.17	0.28	0.08	0.15	0.07	0.09	0.18	0.03	0.04	0.14	**0.92**	0.04	**0.67**	**0.64**	**0.69**	0.02	0.05	−5.8 ± 0.7 (11)
	Trimethoprim	0.12	0.07	0.36	0.06	0.18	0.10	0.12	0.35	0.04	0.49	0.04	**0.89**	0.04	0.04	0.03	0.04	0.03	−6.9 ± 0.5 (4)
	1a	0.27	0.26	0.07	0.21	0.08	0.06	0.16	0.05	0.02	0.14	**0.71**	0.06	**0.92**	**0.79**	**0.82**	0.02	0.03	−5.5 ± 0.4 (11)
	1b	0.30	0.24	0.07	0.18	0.08	0.05	0.09	0.04	0.02	0.14	**0.72**	0.05	**0.69**	**0.92**	**0.74**	0.02	0.02	−4.9 ± 0.4 (11)
	1 h	0.29	0.25	0.07	0.19	0.07	0.06	0.13	0.03	0.02	0.15	**0.73**	0.04	**0.80**	**0.75**	**0.92**	0.01	0.03	−5.2 ± 0.2 (11)
	1j	0.02	0.02	0.08	0.01	0.01	0.36	0.45	0.08	**0.77**	0.06	0.03	0.10	0.05	0.02	0.04	**0.92**	**0.75**	−4.3 ± 0.1 (6)
	1o	0.01	0.03	0.17	0.01	0.02	0.23	0.51	0.08	**0.74**	0.05	0.04	0.09	0.05	0.03	0.03	**0.87**	**0.91**	−4.3 ± 0.2 (11)

Next we assessed the relationship between the minimal inhibitory concentration (MIC), which is the lowest concentration of antibiotic that will inhibit bacterial growth, and the LOED for a set of test compounds. The LOED proved to be lower than the MIC with a median MIC/LOED ratio of 3.9 for *E. coli* wild type (Fig. 2b). We further explored the significance of compounds having similar LOED levels examining their similarity at single feature levels. Doxycycline and Globomycin, respectively inhibiting protein synthesis and lipoprotein export, have LOEDs in the same range (log[LOED]: −5.73 ± 0.68 and −5.20 ± 0.66 respectively) and induce clearly different phenotypes, illustrated by differences in the effect on selected features (Fig. 2c). However, compounds with similar MoA irrespective of their individual LOED value induce visibly similar changes to the bacteria morphology as seen in pictures extracted at 4x LOED supporting clustering according to similarity of phenotypic fingerprints (Fig. 2d).

### ML algorithms capture the complexity of bacterial phenotypic fingerprints

To analyze the compiled morphological changes of test compounds induced at 2–4x LOED we used a set of reference antibiotics with known MoA. A unique morphology signature or fingerprint was generated for each compound by using the results from several experiments revealing sets of features that consistently change across experiments (Fig. 3a). These results were analyzed using a random forest model, which is a ML algorithm, to assess the similarity of multiparametric phenotypes to that of the reference antibiotic set. The similarity-based projection of the random forest distance matrix into 3 dimensions shows a clear separation between data points belonging to compounds with a different MoA and an equally clear clustering of data points belonging to compounds with a similar MoA (Fig. 3b). For the set of reference antibiotics, the data points closest to the cluster centers identify prototypical phenotypes or so called *archetypes* (Fig. 3c, upper panel). To create clearly defined archetypes, multiple parameters are necessary to separate data points belonging to different compounds as shown by the flat distribution of feature importance (Fig. 3c, lower panel). At the end of the training phase, an out-of-bag validation of the random forest classification model showed a successful separation and correct classification of the reference compounds set, illustrated by the width of bar segments that indicate the distribution of classification (Fig. 3d, upper panel). The trained model was applied to predict the similarity distribution of test compounds relative to the reference set, visualized by the segmented bars. The test compounds with known MoA matched the corresponding reference compounds with a similarity score well beyond 60%, while compounds with different MoA than the reference componds stayed below 40%. For example, Ciprofloxacin shows a similarity score of 68% towards Levofloxacin and Polymyxin B 75% towards Colistin (Fig. 3d, lower panel). Interestingly, Avibactam had a 74% similarity score towards Mecillinam, strongly supporting the hypothesis^8^ that in addition to inhibition of beta-lactamase, it also exerts an antibacterial activity through inhibition of the penicillin binding protein 2.

**Figure 3:**
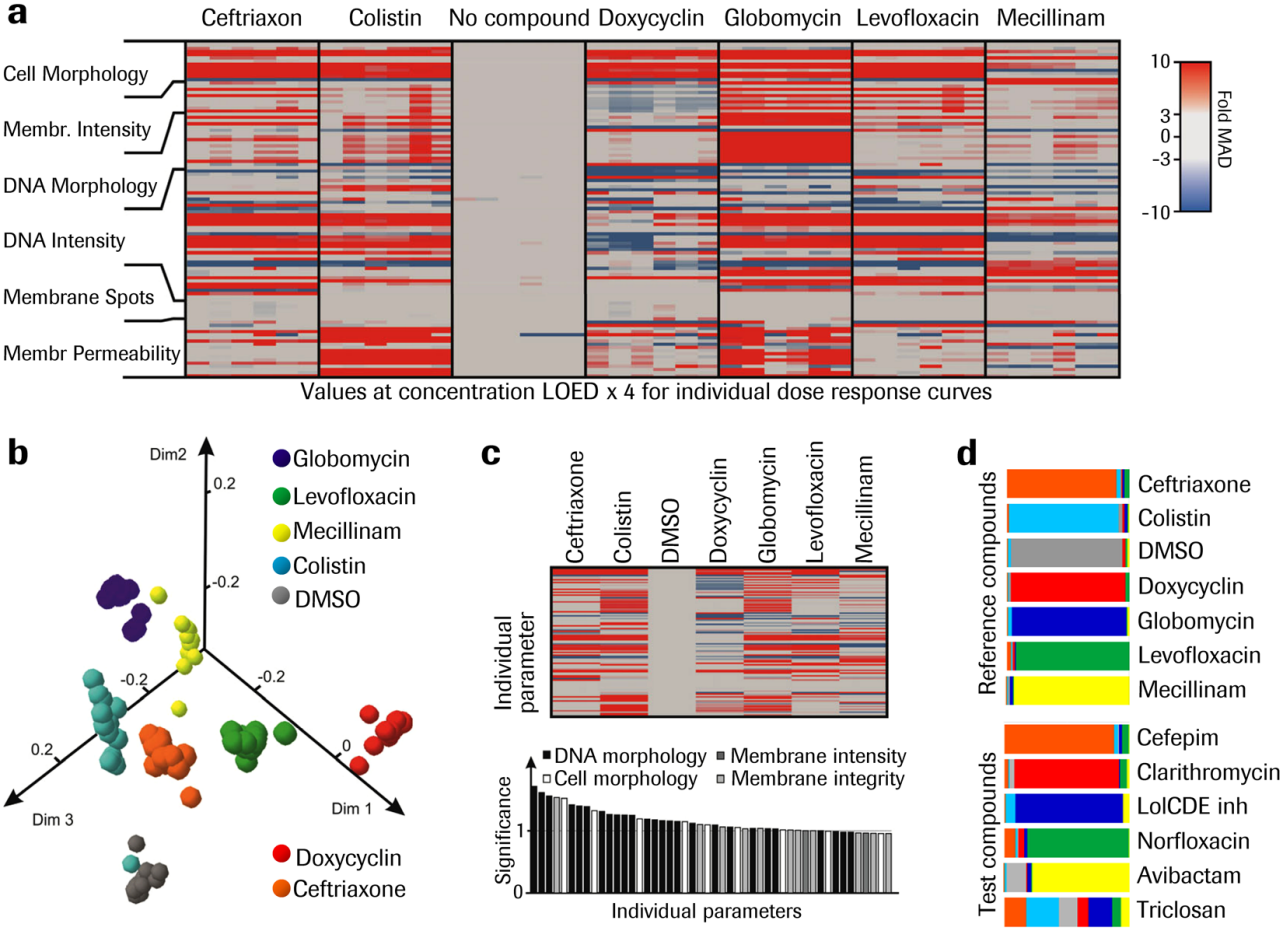
ML algorithms handle bacteria phenotypic fingerprint complexity. (**a**) Compiled changes to individual features, each a change to cell morphology and/or fluorescence stain intensity captured with HCS at 4x LOED induced by a set of reference compounds for *E. coli ΔTolC*. Each column corresponds to the data from one well and the rows to individual features. The color indicates the change in the feature value, expressed as fold MAD over median calculated for all non-treated samples. For each compound, results from three experiments are shown, with n = 2-3. (**b**) Corresponding similarity-based projection of the random forest distance matrix into 3 dimensions using multidimensional scaling, showing clear separation between data points belonging to different compounds and close proximity of those belonging to the same compounds, forming clusters for the combined data points at 2x- and 4xLOED. The number of data points are reduced by down sampling to be equal for all reference conditions. (**c**) Upper panel: Archetypes for the set of reference antibiotics. The value calculation and heatmap scaling is the same as in panel a. Lower panel: distribution of feature importance contributing to archetypes. (**d**) Out-of-bag validation of the random forest classification model for reference compound set (upper panel) or similarity score of test compounds (lower panel). The similarity score in the individual experiment is the frequency of matching prediction expressed as a fraction of 1, where a higher value represents a higher similarity.

### Bacterial phenotypic fingerprints quantitatively identify compounds with similar MoA

The performance of the ML-powered HCS approach was systematically assessed across multiple experiments both on *E. coli* WT and the *ΔTolC* mutant to predict the MoA of test compounds. A high similarity score was observed for all compounds compared to the reference antibiotic with matching MoA (range of 0.6–0.8, Table 1). For example, the ribosomal inhibitors Clarithromycin and Chloramphenicol showed the highest similarity score to Doxycycline, respectively 0.72 and 0.78. Compounds with a known MoA different from the selected reference compounds displayed a much lower similarity score (<0.5). Few reference antibiotics showed no clear change in phenotype even though the bacterial cell count was reduced, *e.g*., Nitroxoline. The similarity score for the same set of reference compounds in individual experiments proved to be highly reproducible and similar in screening either *E. coli* wild type or *ΔTolC* mutants (Supplemental Table 1).

### Bacterial phenotypic fingerprints of novel compounds can guide the SAR

We then sought to demonstrate that phenotypic fingerprints can be used to both identify a likely target and guide the structure activity relation (SAR) analysis of a chemical series.

To do this we selected a set of compounds both closely and more distantly related to a boronate compound series (Table 2 and Fig. 4), which has previously been described to most likely target FabI. Out of the 15 tested boronate analogues, 5 displayed a phenotypic fingerprint. However none of these analogs showed a high similarity score toward the standard set of reference antibiotics. Hence, we modified the reference set by systematically replacing one compound with other reference compounds representing different MoA (GyrB/ParE ATPase inhibitor, Triclosan, Trimethoprim, MD3, and Nitrofurantoin) as well as the test compounds. A high similarity score (ranging from 0.66–0.72) was observed for 3 of the 5 antibacterial compounds (**1a**, **1b** and **1h**) to Triclosan, which is a known FabI inhibitor. Interestingly, the 3 compounds share a common 2-sulfonylated diazaborinines structural motif which is absent in the other 12 selected analogues. The two other active compounds, *i.e*. **1j** and **1o**, induced a weak but distinct phenotype close to the highest tested concentration at 200 µM, which surprisingly  clustered towards each other and the extra reference antibiotic MD3, which is a known signal peptidase 1 inhibitor, rather than Triclosan. Those results suggest that the ML-powered HCS tool can systematically scan similarities toward reference compounds with known MoA identifying key SAR motifs.

**Figure 4:**
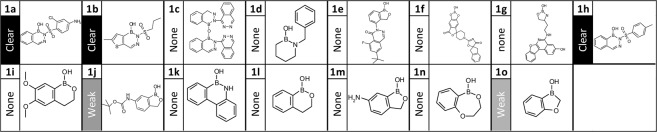
Identification of MoA for new antibacterial compound classes. Structures of the compound series 1. Indicated left of the structure is the quality of the fingerprint. Fingerprint quality: “Clear”: At least one parameter with >10 fold change in >85% of the individual datapoints at 4-fold LOED. “Weak”, no single parameter with consistent change required for classification as “clear”, but visual inspection reveals presence of a systematic weaker fingerprint including >5 parameters.

### Bacterial phenotypic fingerprint can be complemented by molecular information

The absence of a clear morphological phenotypic fingerprint in the case of Nitroxoline prompted us to investigate the complementation of the morphological phenotype using features derived from molecular information. Therefore whole transcriptome sequencing (RNAseq) was performed on *E. coli* treated with a reference set of antibiotics at sublethal concentrations. 

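RNAseq was performed on E. coli incubated for 25 min with 1 of 17 compounds or with DMSO in isosensitest medium. Each compound had 3 libraries and DMSO had 6, which makes 57 libraries. The legend of Fig. 5a gives n = 3 replicates and the paper does not say which DMSO libraries it used, so all 6 were used here. The inhibitors of cell wall synthesis were Ceftriaxone at 0.75 µM, Mecillinam at 5 µM and Meropenem at 0.78 µM. Chloramphenicol at 25 µM, Clarithromycin at 50 µM and Doxycycline at 7.5 µM act on the ribosome. Ciprofloxacin at 1 µM, Levofloxacin at 0.75 µM and Norfloxacin at 1 µM act on topoisomerases. Colistin at 0.13 µM and Polymyxin B at 0.25 µM disturb membrane integrity, and AZ-LolCDE at 200 µM and Globomycin at 25 µM act on the export of lipoproteins. Nitrofurantoin at 50 µM, Nitroxoline at 100 µM and Trimethoprim at 50 µM had no partner of the same MoA. Another compound at 50 µM is B-01 in the sample labels, while the methods list a1 at that concentration, and it is called B-01 here. Libraries are named by the number in their sample title. These numbers run in 3 series (1 to 26, 27 to 52 and 53 to 78), each with 1 library per compound and 2 of DMSO.

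The authors mapped the reads with GSNAP onto the E. coli genome U00096 and deposited estimated counts and RPKM values for 4497 entries. Of the count values 6.11% were whole numbers, and the counts were rounded before testing. The 129 entries without a gene symbol held between 0.174% and 0.532% of the counts of a library and were left out, which leaves 4368. The methods select significantly changed genes by the fold change in RPKM, and the text names no test and no threshold. Here each compound was compared with DMSO by edgeR's quasi-likelihood test in 1 fit of all 57 libraries with TMM scaling, over the 4322 genes that passed edgeR's filter on low counts. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The fit had no term for the number series and counted the DMSO libraries as independent, although they lay in close pairs by series. Its p values and the SD given for DMSO do not allow for these pairs.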

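The paper gives about 11000000 read pairs per sample. The deposited counts, which underlie all values given here, sum to between 12230812 and 51117229 per library, with a median of 17253780. The DMSO libraries held 19147751 and 18966343 counts (replicates 1 and 2), 15063598 and 16357024 (27 and 28), and 14891191 and 17909497 (53 and 54), with a median of 17133260. Median counts were 17232628 for AZ-LolCDE (14219303 to 17401065), 17561669 for B-01 (17555546 to 24553382), 17733806 for Ceftriaxone (16507932 to 21811534), 16085957 for Chloramphenicol (15788518 to 19000148) and 17903194 for Ciprofloxacin (17849338 to 44873763). Clarithromycin had a median of 17253780 (16869218 to 19708831), Colistin 17551643 (14406860 to 51117229), Doxycycline 18250843 (16347310 to 19542084), Globomycin 18042577 (15921428 to 18751585) and Levofloxacin 17464173 (13634554 to 48447433). For Mecillinam the median was 15643576 (13819852 to 16882735), for Meropenem 16950930 (14951089 to 17778220), for Nitrofurantoin 15717084 (12230812 to 16826267) and for Nitroxoline 18293392 (15326085 to 47494673). Norfloxacin had 15901180 (15842894 to 18680432), Polymyxin B 17068445 (16203781 to 18586288) and Trimethoprim 15968886 (15620948 to 17683282). The 4 libraries above 40000000 counts belong to 4 compounds, and the next highest total was 24553382. No pair of libraries of one condition was close enough to be 1 library deposited again. A chi-square comparison of their counts gave between 23.15 and 3801.12 per degree of freedom over the 66 replicate pairs.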

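Against DMSO, edgeR's quasi-likelihood test called 2113 of the 4322 genes changed with Nitroxoline, 1690 with Clarithromycin, 1504 with Nitrofurantoin, 1497 with Chloramphenicol and 1437 with Doxycycline. Trimethoprim changed 690 genes, Polymyxin B 565, Norfloxacin 293, Globomycin 258, AZ-LolCDE 256, Levofloxacin 197, Colistin 168, Ciprofloxacin 90 and B-01 42. Without the fold limit Chloramphenicol changed 2455 genes and Levofloxacin 559. Ceftriaxone changed 4 genes (spy, bdm, ypeC and osmB) and Mecillinam 1 (lysA), and bdm and ypeC are named because of the small count, after their values were seen. With Meropenem edgeR called 0 genes, with 41 at an unadjusted p under 0.05. DESeq2 and limma also called 0 with Meropenem, with 48 and 25 genes at that level. Single libraries decided some of these counts. Without B-01 replicates 20, 46 or 72, B-01 changed 3, 6 or 20 genes, and without DMSO replicates 53 or 54 it changed 22 or 23. Without Ceftriaxone replicate 37, 2 genes were called with Ceftriaxone. With Mecillinam the only call was lost without Mecillinam replicates 40 or 66 and without DMSO replicates 53 or 54. Norfloxacin changed 195 genes without replicate 76, and Trimethoprim changed 1103 without replicate 26 and 356 without replicate 78. For the other 12 compounds no single library moved the count by more than 1.5 times.

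Increased genes made up 92.9% of the changed genes with Colistin, 80.2% with Globomycin, 76.2% with AZ-LolCDE, 69% with B-01 and 65.1% with Polymyxin B. The share was 57.1% with Trimethoprim, 54.7% with Clarithromycin, 54.5% with Nitrofurantoin, 53.9% with Nitroxoline, 53% with Doxycycline and 52.2% with Chloramphenicol. It was 44.4% with Ciprofloxacin, 29.4% with Levofloxacin and 27.6% with Norfloxacin. Ciprofloxacin's 40 increased and 50 decreased genes became 43 and 32 without its replicate 47, and 36 and 35 without its replicate 73, and in a fit with the DMSO libraries alone they were 38 and 33. Scaling by library size alone in place of TMM moved the median log2 fold change of all genes by 0.26 with Polymyxin B, 0.22 with Clarithromycin, 0.19 with AZ-LolCDE, 0.12 with Colistin, -0.11 with Nitroxoline, -0.20 with Ciprofloxacin, -0.21 with Chloramphenicol, -0.27 with Levofloxacin and -0.30 with Norfloxacin. With that scaling the share of increased genes was 90.1% for AZ-LolCDE, 85.3% for Polymyxin B, 65.9% for Clarithromycin, 38.5% for Chloramphenicol, 28.2% for Ciprofloxacin, 10.3% for Levofloxacin and 9.1% for Norfloxacin. In limma on log2(RPKM + 1) the share was 43.2% for Nitroxoline and 35.4% for Chloramphenicol. Near-equal numbers of increased and decreased genes do not fix the direction: with RLE size factors and with DESeq2 the share for Chloramphenicol was 49% and 48.9%, for Trimethoprim it was 48.4% with limma, and without Trimethoprim replicate 26 more genes fell than rose with Trimethoprim (489 increased and 614 decreased). Without DMSO replicate 28 more genes fell than rose with Chloramphenicol (694 and 758), Clarithromycin (800 and 832) and Doxycycline (692 and 712). The same held without DMSO replicates 1 (721 and 730, 818 and 834, 699 and 700) or 27 (702 and 750, 800 and 833, 692 and 703), and without DMSO replicate 2 for Chloramphenicol (738 and 746) and Clarithromycin (829 and 830).

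**Figure D1:**
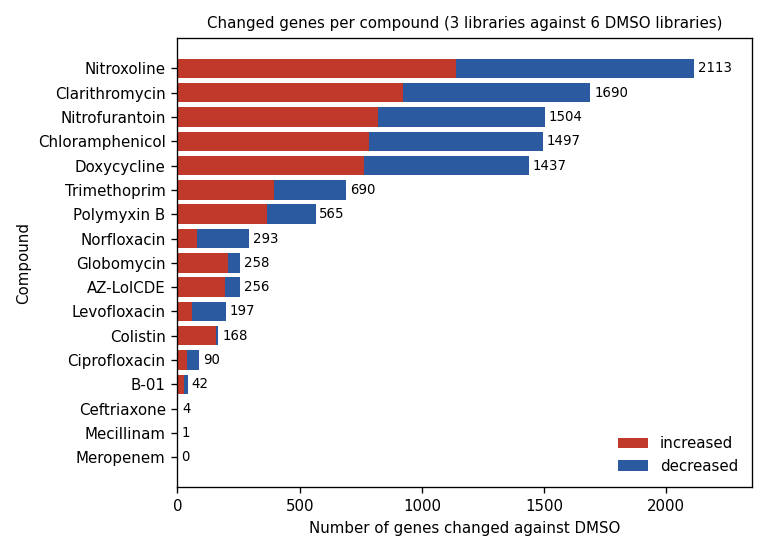
Number of genes changed against DMSO (horizontal axis) for each compound (vertical axis), 3 libraries per compound against 6 of DMSO, with increased and decreased genes stacked in each bar. Nitroxoline has the longest bar with 2113 genes, and Meropenem has 0.

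To compare replicates, log2 counts scaled to library size (CPM) were centred on the mean of the 18 conditions and libraries were correlated across genes, which are not independent replicates. The mean r was 0.602 between libraries of one compound and -0.028 between libraries of different compounds. Of the 51 treated libraries, 20 were most correlated with a library of their own compound, against at most 13 in 100000 permutations of the compound labels (one-sided permutation test, p = 1e-05, the smallest they can give). Of the other 31, 29 were nearest to a library of a compound with the same MoA, and 30 to a library of their own number series. All 3 libraries of B-01, Chloramphenicol, Doxycycline and Nitrofurantoin were nearest to their own compound, and for 9 compounds no library was. The mean r within a compound was highest for Clarithromycin (0.889), Nitrofurantoin (0.887), Doxycycline (0.878) and Chloramphenicol (0.876), and lowest for Mecillinam (0.382), Meropenem (0.194) and Ceftriaxone (0.175). A number series holds 1 library per compound, so replicates cannot be compared within one. Without the first series, the second series or the third series, 14, 11 and 11 of 34 libraries were nearest to their own compound. Restricting the correlation to genes changed with at least 1 compound gave 24 of 51.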

Most of the tested compounds induced differential changes to the gene expression profiles in a reproducible manner. As in the case of the morphological phenotypic fingerprint, compounds with similar MoA tended to induce similar changes in gene expression that can be considered as molecular fingerprints (Fig. 5a).

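The 17 compounds form 11 pairs with the same MoA and 125 with different MoA. Pearson's r between the log2 fold changes of 2 compounds against DMSO, taken across the 4322 genes (which are not independent replicates), averaged 0.690 over the pairs with the same MoA and 0.151 over the others. The difference of 0.539 was not reached in any of 100000 permutations of the MoA labels among the compounds (one-sided permutation test, p = 1e-05, the smallest they can give). All compounds were compared with the same DMSO libraries, which raises r. Simulated groups without any change, compared with shared DMSO libraries, gave a mean r of 0.325 and at most 0.403 for a pair. These were drawn as independent libraries, while the real ones vary by number series, so this level is approximate and may be too high. Among pairs of cell wall compounds, with few changed genes, Ceftriaxone and Meropenem (0.159) and Mecillinam and Meropenem (0.091) lay below it. Ceftriaxone and Mecillinam (0.465) lay above it, but so did Ceftriaxone with AZ-LolCDE (0.457) and with Globomycin (0.438), which are placed in another MoA here. Placing Nitroxoline with the topoisomerase compounds, as the sample labels class it, lowered the difference to 0.362 (permutation test, p = 0.00023), and centring on the mean of the 18 conditions moved it most, to 0.928. Within a number series, with 1 library per compound and 2 of DMSO, the difference was 0.495, 0.528 and 0.438 in the first series, the second series and the third series (permutation test, p = 1e-05 in each, the smallest they can give).

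Chloramphenicol and Doxycycline had the highest r (0.927, Spearman's rho 0.915), and all 1179 genes changed with both moved in the same direction. Clarithromycin and Doxycycline reached 0.925, with 1219 of 1220 shared genes in the same direction, and Chloramphenicol and Clarithromycin 0.907, with 1222 of 1224. Colistin and Polymyxin B had an r of 0.893 with 166 shared genes, and AZ-LolCDE and Globomycin 0.855 with 185, all in the same direction. Among the topoisomerase compounds r was 0.832 for Levofloxacin and Norfloxacin, 0.776 for Ciprofloxacin and Levofloxacin and 0.759 for Ciprofloxacin and Norfloxacin, with 163, 77 and 83 shared genes, all in the same direction. The pairs of cell wall compounds lay lower, at 0.465 for Ceftriaxone and Mecillinam, 0.159 for Ceftriaxone and Meropenem and 0.091 for Mecillinam and Meropenem. Nitrofurantoin and Nitroxoline, which share a colour in Fig. 5a, had an r of 0.692. Pairs with different MoA reached 0.831, for Colistin and Globomycin. The paper states that such changes in gene expression can be regarded as molecular fingerprints.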

**Figure 5:**
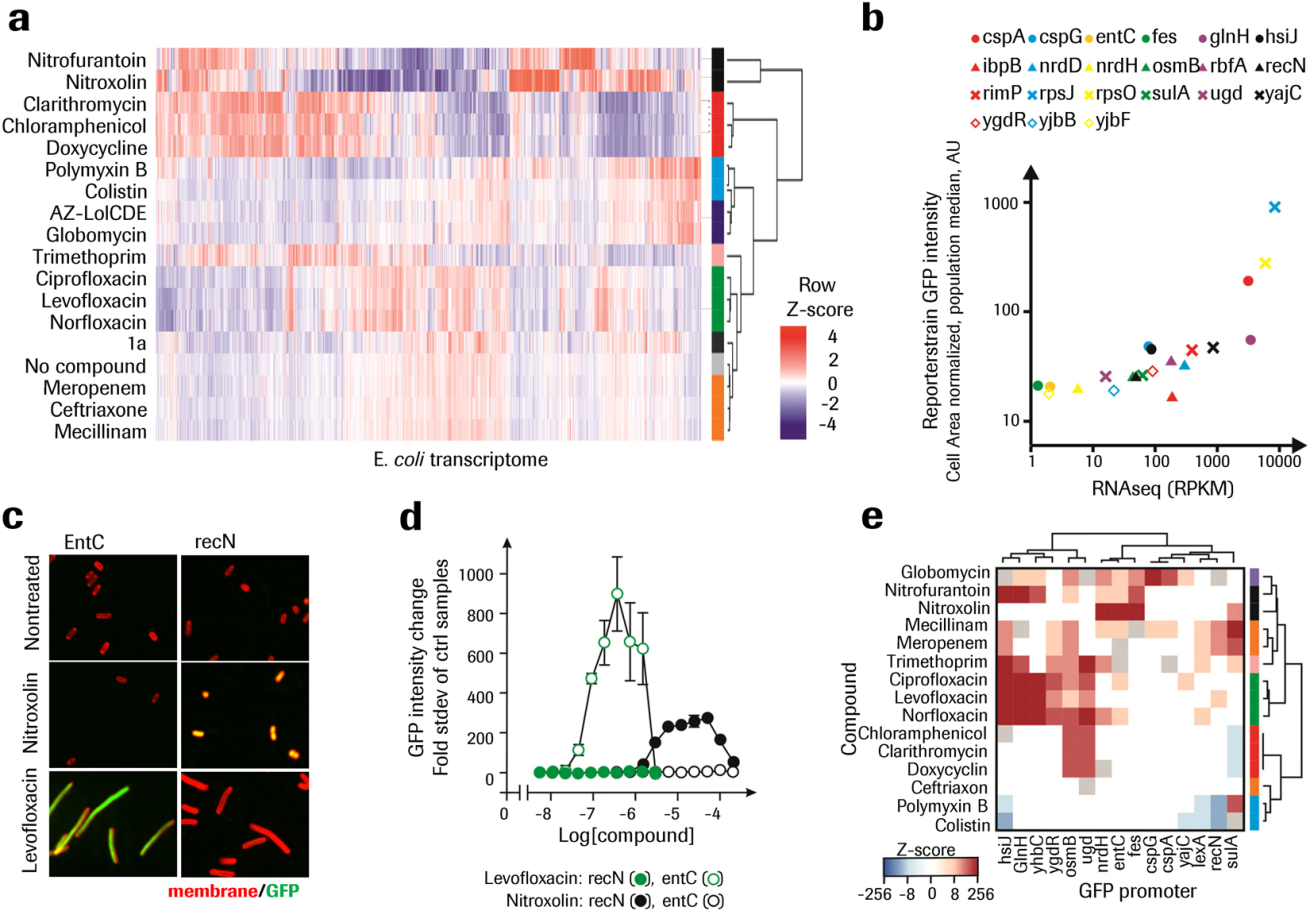
Bacteria phenotypic fingerprint can be powered by molecular information. (**a**) Heat map of differentially expressed genes across the whole transcriptome of *E. coli*. Columns represent genes and rows treatments with antibiotics at a concentration known to affect the cells. Z-score transformation was performed on mean log2 values (n = 3 replicates) for each gene, with blue denoting lower and red higher expression levels compared to the average. Hierarchical clustering of genes and samples is based on complete linkage and Pearson correlation distance. Color coded labels indicate compounds with similar MoA. (**b**) Correlation plot of mRNA expression levels from RNAseq with GFP intensity under the same gene promoter in *E. coli* strains quantified with HCS as the cell population median of the median pixel intensity per cell. (**c**) *E. coli* bacteria strains expressing recN and entC promoter GFP reporter gene constructs. Cells were treated with compound for 1h, and the individual images for membrane stain and GFP acquired with Opera QEHS instrument, 60x magnification. (**d**) Antibiotics treatment dose dependent intensity change in the GFP channel defined as fold standard deviation of non-treated samples for the median pixel intensity per cell, cell population median, N = 2, n = 2. (e) Heat map of differentially expressed reporter genes in *E. coli*. Columns represent genes and rows treatments with antibiotics at sublethal concentrations. Z-score transformation was performed on mean log2 values (N = 2, n = 1-2 replicates) for each gene, with blue denoting lower and red denoting higher expression levels compared to the average expression level. Hierarchical clustering of genes and samples is based on complete linkage and Pearson correlation distance. Color coded labels indicate compounds with similar MoA.

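The mean of log2(RPKM + 1) over the libraries of each of the 18 conditions was turned into Z-scores over the 3475 genes changed with at least 1 compound and clustered by complete linkage and Pearson correlation distance. The value of 1 added to each RPKM is a choice made here. For 12 of the 13 compounds with a partner of the same MoA, the nearest condition had that MoA (one-sided permutation test of the MoA labels, p = 1e-05, the smallest that 100000 permutations can give). The exception was Meropenem, whose nearest condition was DMSO (r = 0.842 across genes, which are not independent replicates). Without the first series, the second series or the third series of numbers the count was 11, 9 and 10 of 13. Euclidean distance gave 10 of 13, while 0.1 added in place of 1, all 4365 genes with a value above 0, and the 2558 genes with a mean RPKM of at least 10 each gave 12. In the tree, 4 of the 5 MoA groups formed a branch of their own, which were the ribosome, topoisomerase, membrane integrity and lipoprotein export compounds. The 3 cell wall compounds shared a branch with DMSO, which B-01 joined next. Nitrofurantoin and Nitroxoline were nearest to each other (r = 0.500). Trimethoprim was nearest to Chloramphenicol (r = 0.521) and joined the branch of the ribosome compounds.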

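The 3 ribosome compounds changed between 1437 and 1690 genes, the 3 topoisomerase compounds between 90 and 293, and Nitrofurantoin, which the sample labels class as DNA damaging, 1504. With the 3 inhibitors of cell wall synthesis at most 4 genes were changed. On the scale of log10(changed genes + 1) the mean was 2.78 for these 7 DNA and ribosome compounds and 0.333 for the cell wall compounds. The difference of 2.447 has the smallest p that 7 compounds against 3 allow (exact permutation test over the 120 groupings, two-sided, p = 0.00833). The median size of the log2 fold change over all genes, which needs no threshold, ranged from 0.259 to 0.803 for the 7 compounds and from 0.0866 to 0.128 for the cell wall compounds. The mean of this measure differed by 0.441 (exact permutation test, two-sided, p = 0.0333), which is on another scale. The sample labels also class AZ-LolCDE and Globomycin, with 256 and 258 changed genes, among the inhibitors of cell wall synthesis. With them in that class, an alternative chosen after the result was seen, the difference in log10 was 1.616 (exact permutation test over 792 groupings, two-sided, p = 0.0101), the largest move on that scale. With Nitroxoline or Trimethoprim added to the DNA compounds the difference in log10 was 2.515 and 2.454, and with Nitrofurantoin as the only DNA compound 2.851. A number series holds 1 library per compound and gives no count of changed genes. Without the first series, the second series or the third series the difference was 2.452, 2.648 and 2.465.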

Interestingly, compounds damaging DNA or acting on the ribosome led to drastic transcriptome perturbations, whereas compounds acting on cell wall synthesis had much less effect on the transcriptome.

Based on the expression changes observed in the RNAseq dataset, a panel of reporter genes was selected with the potential to distinguish the different reference MoAs. 

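The deposited tables hold 22 genes named in the keys of Fig. 5b and Fig. 5e, with hsiJ taken as hslJ and yhbC as rimP. Each was called changed with at least 1 compound by edgeR's quasi-likelihood test. Of the 374 combinations of gene and compound, 101 were called with the adjustment over all genes tested and 108 adjusted over the list alone. The authors chose the list on these libraries, so the latter is not independent evidence. Nitroxoline changed 14 of the 22 genes, Nitrofurantoin 12, Chloramphenicol and Trimethoprim 10, Doxycycline 9, Clarithromycin and Polymyxin B 8, AZ-LolCDE and Colistin 6, Globomycin 5 and each topoisomerase compound 4. Ceftriaxone changed 1, osmB. With B-01, Mecillinam and Meropenem edgeR called 0 of the 22 genes, with 1, 0 and 1 at an unadjusted p under 0.05. DESeq2 called 1, 0 and 0 of them and limma 0 with each.

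For each gene the compound with the largest change is given. Standard errors were derived as the size of the log2 fold change over the square root of edgeR's F statistic. In counts scaled to library size by TMM (CPM), sulA was at 1021 ± 53.5 (SD, n = 3) with Levofloxacin and 30.9 ± 3.69 (SD, n = 6) with DMSO, a log2 fold change of 5.04 (standard error 0.204, adjusted p = 2.23e-23, edgeR with Benjamini-Hochberg adjustment). The SOS gene lexA rose most with Norfloxacin, by 3.08. Among the envelope genes osmB went from 10.3 ± 2.93 with DMSO to 1566 ± 376 CPM with Globomycin, a log2 fold change of 7.24 (standard error 0.373, adjusted p = 6.95e-20, edgeR with Benjamini-Hochberg adjustment), and hslJ rose by 3.84 with the same compound. With Polymyxin B the log2 fold change was 6.41 for yjbF, 4.24 for ygdR and 3.60 for ugd. The cold-shock gene cspG went from 17.6 ± 2.55 to 2724 ± 1236 CPM with Doxycycline, a log2 fold change of 7.27 (standard error 0.390, adjusted p = 1.62e-18, edgeR with Benjamini-Hochberg adjustment). With Doxycycline cspA rose by 4.84 and rbfA by 2.97, and glnH fell by 4.07. With Chloramphenicol rpsO rose by 2.47 and rpsJ by 2.10, and with Clarithromycin rimP rose by 2.16. The only call of yajC was with Chloramphenicol, where it fell by 1.06, and by 0.93, under the fold limit, without Chloramphenicol replicate 57. With Nitroxoline fes rose by 7.82, nrdH by 7.72 and yjbB by 1.95, and nrdD fell by 2.73. The gene ibpB rose by 5.54 with Nitroxoline, where its libraries (4754 ± 4619 CPM) overlapped those of DMSO (102 ± 70.9).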

We used an *E. coli* library of fluorescent reporter strains in which green fluorescent protein (GFP) is transcriptionally fused to *E. coli* promoters for individual genes in order to study gene expression in a more high throughput manner, as RNAseq is relatively resource intensive (Fig. 5b). A linear correlation of GFP reporter intensity to RNAseq signal was observed for genes with basic expression down to around 100 Reads Per Kilobase per Million mapped reads (RPKM) as this threshold corresponds to the non-GFP related fluorescence signal. Approximately half of the initially selected reporter strains had a baseline expression level above the background signal, supporting that GFP strains could be used to report changes in gene expression upon antibiotic treatment. For example Nitroxoline but not Levofloxacin induced an increase in GFP intensity in a dose dependent way in the *entC* reporter strain and vice versa for the *recN* strain (Fig. 5c,d). 

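Baseline expression was taken as the mean of the deposited RPKM over the 6 DMSO libraries for the 21 genes named in Fig. 5b, and 9 of the 21 genes lay above 100 RPKM. Over all 4368 genes, 1425 lay above that level. The 9 genes were rpsJ at 9297 ± 4692 RPKM (SD, n = 6 for each gene), rpsO at 6416 ± 2624, glnH at 4060 ± 3057, cspA at 3209 ± 2131, yajC at 1106 ± 145, rimP at 489.8 ± 135, nrdD at 282 ± 31.6, ibpB at 225 ± 131 and rbfA at 189 ± 40.8, and each was above 100 RPKM in every DMSO library. Mean values below 100 RPKM with a highest library above it were found for hslJ at 89.2 ± 12.7 (highest 108), ygdR at 86.4 ± 22.9 (highest 118) and cspG at 83.6 ± 17.5 (highest 117), so the spread between replicates does not place these 3 genes on one side. The other 9 were below 100 RPKM in every DMSO library. These were sulA at 61.3 ± 10.8, recN at 49.5 ± 5.46, osmB at 48.0 ± 15.5, yjbB at 20.5 ± 3.39, ugd at 15.8 ± 4.45, nrdH at 8.36 ± 7.89, entC at 3.29 ± 2.40, yjbF at 1.73 ± 0.621 and fes at 1.59 ± 0.985 RPKM. The median over the DMSO libraries, TMM-scaled library sizes, and leaving out each DMSO library in turn also gave 9 of 21.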

Based on the expression change observed in the RNAseq dataset, a panel of GFP-reporter strains was selected, with the potential to still distinguish the different reference MoAs using a reduced gene set. 

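In the RNAseq values entC (number 1291 in the deposited tables) rose with Nitroxoline and was not called with Levofloxacin, and recN (number 5600) rose with Levofloxacin and was not called with Nitroxoline. With Nitroxoline entC was at 1000 ± 436 CPM (SD, n = 3), against 3.68 ± 2.41 with DMSO (SD, n = 6). Its log2 fold change was 8.07 (standard error 0.743, adjusted p = 1.2e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 7.73 and 8.36 with each library left out in turn. With Levofloxacin entC was at 3.79 ± 2.20 CPM, a log2 fold change of -0.013 that is within the spread between replicates (adjusted p = 0.995, edgeR with Benjamini-Hochberg adjustment). With Levofloxacin recN was at 2375 ± 497 CPM, against 83.2 ± 17.8 with DMSO. Its log2 fold change was 4.84 (standard error 0.198, adjusted p = 2.23e-23, edgeR with Benjamini-Hochberg adjustment; 4.72 to 5.00 with each library left out). With Nitroxoline recN was at 105 ± 3.42 CPM, a log2 fold change of 0.34 under the fold limit (standard error 0.193, adjusted p = 0.115, edgeR with Benjamini-Hochberg adjustment). Without DMSO replicate 53 it was 0.43 with an adjusted p of 0.0473 in edgeR with Benjamini-Hochberg adjustment, the lowest of a range that reaches 0.219. The direct comparison of Nitroxoline with Levofloxacin gave a log2 difference of 8.08 for entC (standard error 1.02, adjusted p = 4.81e-09) and -4.50 for recN (standard error 0.26, adjusted p = 1.92e-18) by edgeR's test with Benjamini-Hochberg adjustment over all genes. In the DMSO libraries entC was at 6.82 and 6.73 CPM in replicates 1 and 2, 2.22 and 2.40 in 27 and 28, and 1.81 and 2.08 in 53 and 54. For recN the same libraries gave 72.6, 72.9, 70.4, 71.2, 109.5 and 102.4.

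**Figure D2:**
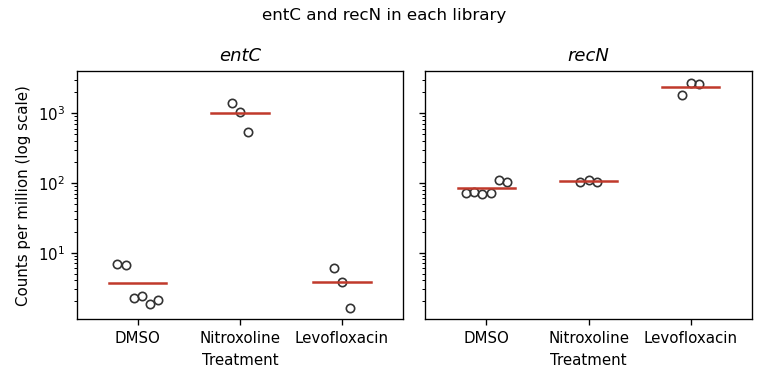
CPM (vertical axis, log scale) of entC and recN in each library with DMSO (n = 6), Nitroxoline (n = 3) and Levofloxacin (n = 3), with the mean of each group as a line. The Nitroxoline libraries lie above all others for entC, and the Levofloxacin libraries for recN.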

The increased capacity enabled by a reduced gene set allowed a test of all compound in a dose response format, and the change in GFP intensity was extracted at the lowest concentration where more than 50% reduction in cell growth was observed across all strains and experiments. For each main class of antibiotics tested except Ceftriaxone, sets of signature genes were identified which allow clear identification of active compounds in a MoA specific manner as demonstrated using hierarchical clustering analysis (Fig. 5e).

### Subtle phenotypes can be recognized by ML-powered bacterial phenotypic characterization enabling the MoA analysis in bacterial species beyond *E. coli*

To determine the potential to use the platform beyond *E. coli*, the common model species, we applied the protocol to a second species. *A. baumannii* cultures were exposed to a panel of reference antibiotics following the protocol optimized to *E. coli*. Interestingly, the detection of phenotypic changes to *A. baumannii* morphology was significantly more challenging for several reasons: wild-type *A. baumannii* cells are smaller, membrane integrity is weaker, morphologically more heterogeneous across the population, and the observable treatment induced phenotypic changes are less distinct. However with minor modifications to the protocol, it was possible to derive antibiotic specific fingerprints even for antibacterial compounds that display no apparent visible changes (Fig. 6a). This allowed to identify a new compound series originating from the primary library screen (series 2: **2a**–**2d**) This series, with potent activity against *A. baumannii*, which displayed a unique, well differentiated phenotypic fingerprint and was consistent across multiple analogs (Fig. 6b). Despite the reduced number of differential phenotypic features, it was possible to establish a random forest model that allowed a clear separation of the new series from the reference set as shown by the similarity-based projection into 3 dimensions (Fig. 6c). The series 2 displayed a unique archetype (Fig. 6d, upper panel). The relatively flat distribution of differential features shows that multiple parameters, as in the case of *E. coli*, are necessary to separate data points belonging to different compounds (Fig. 6d, lower panel). Remarkably, the *A. baumannii* optimized protocol enables an even better separation of the reference compounds in the 3D similarity-projection plots compared to *E. coli* (Fig. 6d, upper panel). All the series 2 test compounds displayed a high similarity score towards compound **2a** (Fig. 6e, lower panel) hence supporting the hypothesis that all 5 compounds might have the same molecular target and MoA.

**Figure 6:**
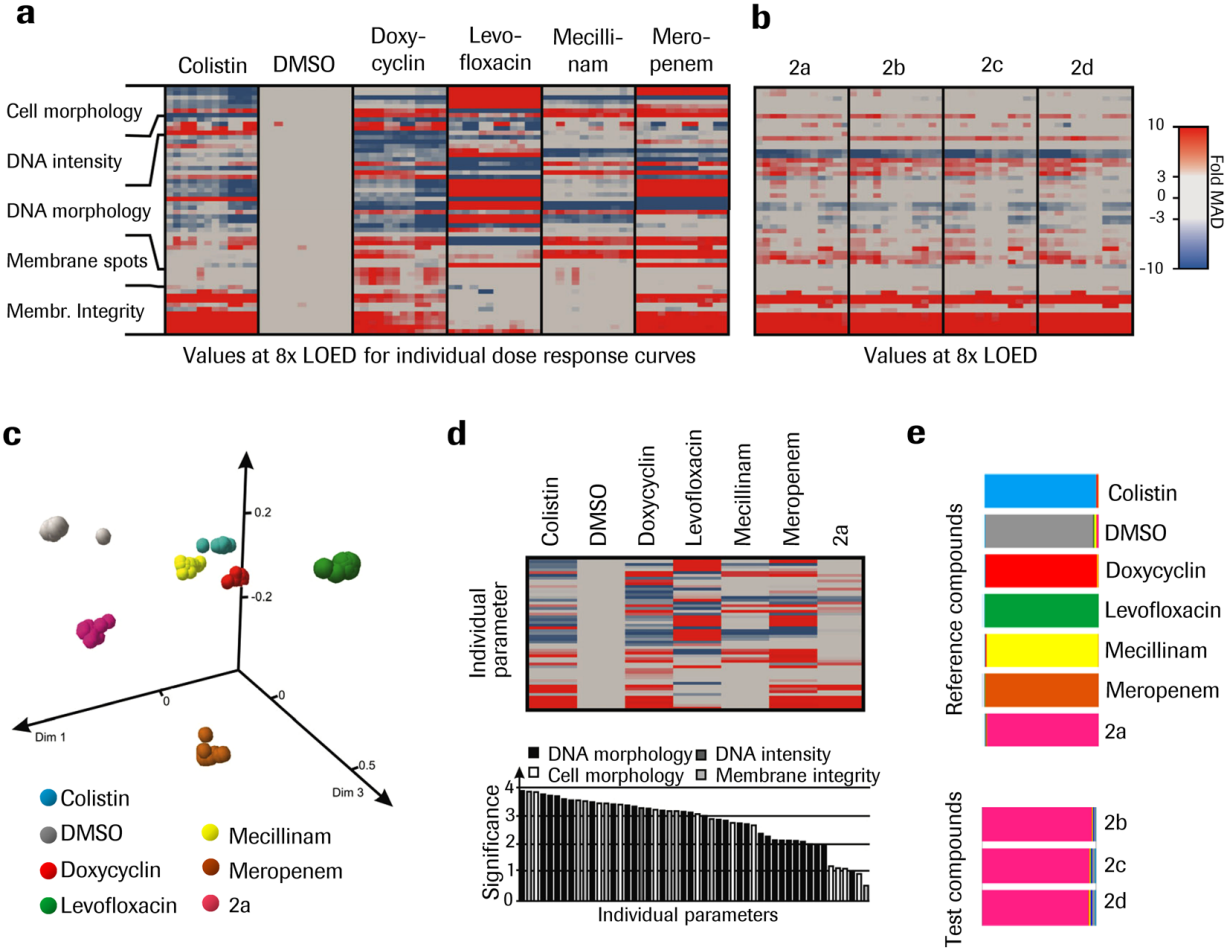
Adaptation to second species and application to novel antibiotics development (**a,b**) Compiled compound induced morphological changes at 8x LOED. For each compound, results from individual dose response curves from three experiments with LOED derived from the combined replicates within the experiment (n = 4) are shown. Each column corresponds to the data from one well and the rows individual features. The color indicates the change in the feature value, expressed as fold MAD over median calculated for all non-treated samples. The data are from a set of reference compounds (**a**), and a series of compounds with same chemical core-structure, (Tanimoto coefficients^29^ from 0.51 to 0.73) from an antibiotics development project with unknown MoA (**b**). (**c**) Similarity-based projection of the correlating random forest distance matrix into 3 dimensions showing clear separation between data points belonging to different compounds and close proximity of those belonging to the same compounds, forming clusters. For the Random forest analysis data from 4x and 8x LOED are pooled, and the number of datapoints are reduced by downsampling to be equal for all reference conditions. (**d**) Archetypes for the set of reference antibiotics (upper panel) with value calculation and heatmap scaling the same as in panel b, and distribution of feature importance contributing to archetypes (lower panel). (**e**) Out-of-bag validation of the random forest classification model for reference compound set (upper panel) and similarity score for different analogs from a new antibiotics series (lower panel).

## Discussion

In the present study we showed that a combined HCS and molecular information-based semi-automated phenotypic profiling platform, coupled to a ML-powered analysis pipeline, can effectively differentiate the MoA of novel antibacterial compound hits. Hence the known antibacterial compound and target space of an existing pharmaceutical compound library is expanded. In addition, our approach enables SAR guidance and increases confidence that chemical modifications introduced during SAR, in an attempt to improve potency, retain desired compound MoA.

Anti-infectives (antibiotics^9^, antivirals^10^ and anti-parasitic^11^) are traditionally a successful area for PDD due to the tight relation between disease model and readout. Killing bacteria in the multi-well plate corresponds quite closely to the sought pharmacodynamic (PD) and therapeutic effect in patients. However, this strength is conversely also the main limiting factor for the discovery of novel antibiotics. As our screening with a classical antibacterial susceptibility assay demonstrates, only a small fraction of the validated hits are sufficiently potent to allow target investigation in a traditional manner (spontaneous mutagenesis analysis at MIC and resistance generation through overexpression of potential targets). These results can be partially explained, as also observed by others^12,13^, by the limited chemical diversity present in pharmaceutical compound collections which are primarily established to penetrate and modulate biological processes in eukaryotic cells. In addition, in prokaryotic cells, small molecules are susceptible to active efflux by membrane-associated pumps^12,13^ further reducing bioactivity. Net permeability, the product of entry and efflux, is therefore a critical determinant of intrinsic sensitivity of bacterial species to antibacterials and dramatically limits the ability of a hit compound, especially those characterized by a suboptimal potency, to be identified in a classic antibacterial screen.

Recognizing this issue, we set to explore grey chemical matter, investigating potential for a possible source of new antibacterial drug development either with new resistance resistant scaffolds towards known targets or yet unknown targets. In doing that, we adopted a PDD approach inspired, amongst others, by the pioneering work by Nonejuie *et al*.^7^.

We first set to explore the phenotypic modulation induced by reference antibiotics commonly used in the clinics using HCS and transcriptomic via RNA-seq. The initial classification results demonstrated that additional data processing elements were needed to transform this basic phenotypic approach into an effective drug discovery tool. This resulted in the development of a data analysis pipeline composed of 3 consecutive parts: (a) the identification of the lowest concentration (LOED) for a test compound at which significant phenotypic changes are observed; (b) the development of a highly interactive user interface which allows full control over dataset curation, insuring consistency of the complex dataset and (c) the use of ML-based tools which allow generation of a similarity score for test compounds relative to a set of reference conditions.

We quickly recognized that rigorous identification of LOED was critical to correctly classify similarity between compounds with the same MoA but different level of antibacterial activity (*i.e*., with different MIC). To identify LOED reliably, we developed a spline fit-based approach, a powerful alternative to the traditional sigmoidal fit-based approaches normally used to determine dose dependency which are not particularly suited for the complex dose response effects observed in PDD.

The LOED captured the ability of a compound to induce a change in the individual feature and clustered the contributions in a consensus measurement. LOED proved to be a highly flexible tool capable of accommodating feature sets of different nature (*i.e*. derived by HCS or genomic analysis). Use of LOED enabled us to identify unique phenotypic fingerprints in *E. coli* for more than 10 different reference compounds, correlating with their corresponding MoA. Noteworthy, even subtle, but statistically robust, changes in some features, as in the case of kurtosis in the DNA intensity distribution, significantly contributed to the compound fingerprints. The adoption of ML data pipeline analysis methods allowed us to leverage all subtle changes and handle a complex multiparametric dataset in a robust manner, irrespective of the intrinsic variability observed in the individual measured parameters.

Application of the ML data pipeline to features, generated either by HCS or transcriptomic analysis, recognizes archetypical phenotypes toward which test compounds could be matched. Using that approach, we showed that the boronate series has the very same fingerprint as the FabI inhibitor Triclosan, a result supported by previous literature^14^. Our results show that fingerprint matching allows recognition of common structural elements present in multiple compounds, as it was the case for the 2-sulfonylated diazaborinine structural motif.

More importantly, the mismatch with archetypical phenotypes, as in the case of the series 2 active in *A. baumannii*, suggests that our approach allows identification of compounds with unknown MoA. Once recognized, those newly identified fingerprints can become part of the archetypic phenotype collection and be used to match close analogues generated by chemists. The approach therefore provides an exquisite and unique tool to track SAR, ascertaining whether molecular changes, introduced to enhance potency, result in a change of MoA and likely of target protein. This is a major improvement compared to classic PDD where MoA changes cannot be tracked.

We also realized that not all antibacterial effects can be captured by changes in morphology and explored the opportunity to expand the feature set with molecular information-derived genomic signature data. We investigated the molecular MoA of reference antibiotics using sequencing procedures. 

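With Nitroxoline the median size of the log2 fold change over all genes was 1.02. The largest increase that met the rule for named genes was that of spy, from 11.8 ± 1.63 CPM with DMSO (SD, n = 6) to 21560 ± 35880 with Nitroxoline (SD, n = 3). Its log2 fold change of 10.83 (standard error 0.689, adjusted p = 1.95e-17, edgeR with Benjamini-Hochberg adjustment) was 6.16 without Nitroxoline replicate 58, below entC at 8.36 in the same fit, so that the rank of spy rests on this library. The largest decrease was that of ydfZ, from 555 ± 208 to 0.961 ± 0.225 CPM, a log2 fold change of -9.18 (standard error 0.613, adjusted p = 8.71e-17, edgeR with Benjamini-Hochberg adjustment). Among 9 gene sets listed in advance, the 35 Fur-repressed iron uptake genes had a median log2 fold change of 5.64 with 34 of 35 higher (adjusted p = 7.38e-16, camera with Benjamini-Hochberg adjustment over 153 tests). The 7 Zur-repressed zinc genes had a median of 2.22 with 6 higher and were not called (adjusted p = 0.1, camera with Benjamini-Hochberg adjustment), while fry called them. The 25 SOS genes, regulated by LexA, had a median of 0.041 (adjusted p = 0.779, camera with Benjamini-Hochberg adjustment). Of all 153 combinations of set and compound camera called 59, of which fry called 38 and camera with a correlation between genes estimated from the data 14. These 14 were the SOS set with Ciprofloxacin, Levofloxacin, Norfloxacin and Trimethoprim and the Rcs and Cpx sets with Ceftriaxone, Colistin, Polymyxin B, AZ-LolCDE and Globomycin.

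SOS genes rose by a median of 2.29 with Ciprofloxacin, 2.64 with Levofloxacin, 2.76 with Norfloxacin, 2.41 with Trimethoprim and 1.80 with Nitrofurantoin. Cold-shock genes rose by a median of 2.42 with Chloramphenicol, 2.48 with Clarithromycin and 2.84 with Doxycycline, and ribosomal protein genes by 1.68, 1.00 and 1.47. Rcs genes, which respond to envelope stress, rose by 6.18 with Polymyxin B, 4.89 with Colistin, 4.16 with Globomycin and 2.35 with AZ-LolCDE, and Cpx genes by 0.90, 0.72, 1.32 and 1.53. Fatty acid synthesis genes, listed for B-01, had a median of -0.19 with B-01 (adjusted p = 0.779, camera with Benjamini-Hochberg adjustment).

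The gene with the largest increase was bdm with Polymyxin B (9.12), Globomycin (8.20), Colistin (8.17) and AZ-LolCDE (8.04), from a DMSO mean near the floor of 0.163 CPM. It was bhsA with Nitrofurantoin (8.24), recN with Ciprofloxacin (4.31), sulA with Norfloxacin (4.92), dinD with Trimethoprim (4.75), ydfK with Chloramphenicol (5.54) and cspG with Clarithromycin (5.23). The largest decreases were those of narK with Nitrofurantoin (-8.29), hdeB with Clarithromycin (-6.87) and Doxycycline (-6.64), raiA with Chloramphenicol (-6.79), flhD with Globomycin (-5.12) and Polymyxin B (-4.59), ompF with AZ-LolCDE (-3.82) and Colistin (-2.19), ibpB with Trimethoprim (-3.48), yddB with Norfloxacin (-2.76) and pqqL with Levofloxacin (-2.31). With Ciprofloxacin it was rbbA (-2.10), which without Ciprofloxacin replicate 73 was at -1.79 and no longer called (adjusted p = 0.0753, edgeR with Benjamini-Hochberg adjustment). With B-01 lamB rose by 3.25, from 234 ± 138 to 2223 ± 231 CPM (adjusted p = 0.024, edgeR with Benjamini-Hochberg adjustment), and ompF fell by 1.86 (adjusted p = 0.0377, edgeR with Benjamini-Hochberg adjustment). Neither call held without B-01 replicate 20 (3.17 and -1.82), 46 (3.25 and -1.87) or 72 (3.32 and -1.93), or without DMSO replicate 53 (3.07 and -1.78) or 54 (3.08 and -1.79). The call of ompF was also lost without DMSO replicates 1 (-1.79) or 2 (-1.78).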

As in the case of HCS, molecular phenotype allowed correct clustering of compounds according to MoA and proved to be complementary to morphology-derived readouts, as shown in the case of Nitroxoline, which had a very clear molecular phenotype in absence of a morphological fingerprint. 

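The genes changed with Ceftriaxone all rose. The gene spy went from 11.8 ± 1.63 CPM with DMSO (SD, n = 6) to 121 ± 30.2 with Ceftriaxone (SD, n = 3), a log2 fold change of 3.35 (standard error 0.534, adjusted p = 0.00033, edgeR with Benjamini-Hochberg adjustment). The log2 fold change of ypeC was 1.79 (19.8 ± 5.96 against 5.70 ± 1.79 CPM, adjusted p = 5.9e-05, edgeR with Benjamini-Hochberg adjustment). For osmB it was 1.81 (adjusted p = 0.00245, edgeR with Benjamini-Hochberg adjustment), and 1.60 with an adjusted p of 0.0619 without Ceftriaxone replicate 37. For bdm it was 3.23 (adjusted p = 0.0121, edgeR with Benjamini-Hochberg adjustment), from 0.163 ± 0.157 to 1.52 ± 0.439 CPM. The call of bdm was lost without Ceftriaxone replicates 11 (2.98) or 37 (3.27) and without DMSO replicates 1 (3.11) or 2 (2.93). With Mecillinam lysA went from 7.54 ± 1.51 to 37.8 ± 22.9 CPM, a log2 fold change of 2.32 (standard error 0.430, adjusted p = 0.0119, edgeR with Benjamini-Hochberg adjustment). It was not called without Mecillinam replicates 40 (1.81) or 66 (2.28) and without DMSO replicates 53 (2.28) or 54 (2.27), nor by limma on log2(RPKM + 1). The Cpx genes rose with Ceftriaxone by a median of 0.34 and the Rcs genes by 0.47 (adjusted p = 3.77e-18 and 1.81e-16, camera with Benjamini-Hochberg adjustment). Camera also called the cold-shock genes with Ceftriaxone (median 0.24, adjusted p = 0.0158, camera with Benjamini-Hochberg adjustment), the Rcs genes with Mecillinam (median 0.16, adjusted p = 0.00497, camera with Benjamini-Hochberg adjustment) and the Cpx genes with Meropenem (median 0.11, adjusted p = 0.0251, camera with Benjamini-Hochberg adjustment), but none of these 3 was called by fry or by camera with the estimated correlation.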

Vice versa some of the classical cell wall synthesis inhibitors, which induced strong morphological changes, displayed very limited molecular phenotypes. By including molecular features, the number of the distinguishable archetypic phenotypes can be further extended to cover additional MoAs. As we also show, fingerprints recognized by sequencing techniques could be reduced to a panel of reporter strains whilst retaining the capacity to correctly cluster compounds with a significant increase in throughput.

In addition to supporting hit MoA characterization and guiding SAR optimization, multiparametric high content screening (HCS) and genomic defined phenotypes have the potential to be applied in the context of a primary screen. This will enable a screen focused on identifying compounds with preferred MoA. Furthermore, phenotypic changes tend to appear at concentrations below the MIC, hence screening including these phenotypic readouts also has the potential to identify weak hits, incapable of inducing bacteria cell death or inhibiting bacteria growth at the screening concentration.

When evaluated in comparison to antibacterial susceptibility, LOED-delimited chemical space was shown to be larger than the MIC-defined space and partially correlated to it. The premise of our attempt is that those newly identified LOED active scaffolds would also qualify as valuable starting points for medicinal chemistry to be further transformed into MIC-active ones. This is particularly important when screening for phenotypic changes, as in the case of the series 2, identifying hits acting through a novel MoA amenable to medicinal chemistry.

In conclusion, we hope the present pilot work will facilitate and encourage, particularly the academic community, to scrutinize their unique compound collections using the presented alternative analysis paradigm aiming at identifying novel MoA-based *first in class* antibiotics from what today we disregard as non-attractive hits with limited or no MIC activity.

The approach and workflow presented here has been created with open source advanced analytic software and can be implemented and applied to any compound collection and likely to most bacteria species as our experiments with *E. coli* and *A. baumannii* demonstrated.

More generally, beyond the scope of the present study, we are convinced that such a combined multiparametric HCS/genomic approach coupled to ML could be profitably applied in PDD across a broad range of biological problems. Our proposed approach enables investigators to track the consistency of the MoA while improving the hit performance into a lead compound, something possible so far only in target based drug discovery. Beyond antibiotics, our approach might well be applied to rare diseases, where a complex phenotype is frequently the only certain disease relevant knowledge available to researchers as well as in complex diseases, such as RA or diabetes, where pointing to a single causal mechanism accounting for disease onset and progression is extremely difficult and where a combination of stimuli could at least partially mimic the disease phenotype.

## Materials and Methods

### Materials

#### Bacteria strains

*E. coli,* BW25113, CGSC Yale, Coli Genetic Stock Center, *A. baumannii*, ATCC 17978, Weizman library of GFP reporter strains: Dharmacon, GE healthcare and *E. coli ΔtolC* of the Keio single-gene deletion library^15^: Dharmacon, GE healthcare.

#### Assay plate

Corning 384 well black plate non-binding surface #3766. Antibiotics: Clarithromycin; Polymyxin B (AK Scientific Inc.; Union City; CA 94587; USA); Chloramphenicol; Doxycycline; Norfloxacin (Shore RoadHeysham; Lancashire UK); Avibactam, Ceftriaxone; Ciprofloxacin; Colistin; Levofloxacin; Mecillinam; Nisin; Nitrofurantoin; Nitroxoline; Triclosan, Trimethoprim (Sigma Aldrich; St. Gallen; Schweiz); 1a to 1o (custom synthesis, WuXi AppTec Shanghai China) AZ-LolCDE^16^; MD3^17^; GyrB/Par-ATPase^18^; CCCP (Cezomycin Carbonyl cyanide m-chlorophenyl hydrazone), 2a to 2d: In house synthesis, F. Hoffmann - La Roche, Basel, Switzerland; iso-sensitest medium; PBS without calcium and magnesium (Gibco by Lifetechnologies Europe, Zug, Switzerland), FM 4–64FX; SYTOX Green (Thermo Scientific by lifetechnologies Europe, Zug Switzerland, Dapi (Roche Diagnostics GMBH, Mannheim, Germany).

### Compound library screen and hit identification

The Roche pharma compound library contains over 4 million compounds. Prior to the antibacterial phenotypic screen, this number was reduced to 1.5 million by excluding compounds from series that were overrepresented and by balancing out the chemical diversity. The antibacterial activity e.g. inhibition of growth (OD600) of all compounds was tested in duplicates using a single concentration (40 µM) against the 4 Gram-Negative ESKAPE pathogens, i.e. *Acinetobacter baumannii* ATCC 17978, *Escherichia coli* BW25113, *Klebsiella pneumoniae* NCTC 13438, and *Pseudomonas aeruginosa* NCTC 11451. Around 10’000 compounds were identified that inhibit growth over 50% compared to untreated controls. The activity of these primary hits was further validated in a dose response screen (11 dilutions, 100 to 0.1 µM)(Fig. 1).

### Bacteria treatment with compound and preparation of samples for imaging

Two fold dilution series of compound was prepared in DMSO in a microtiter plate and diluted with isosensitest medium to 6% DMSO. 10 µl was transferred into each well in the assay plate. *E. coli* or *A. baumannii* bacteria were grown at 37 °C in iso-sensitest medium til ~OD 0.4 in exponential growthphase. The bacteria suspension was diluted to OD 0.2 with prewarmed medium, 20 µl pipetted into each well and incubated with compound for 1 h or 1 h 30 min (*E. coli* and *A. baumannii* respectively). 15 min before end of the incubation, 10 µl of 37 °C medium containing Sytox Green and FM-64 fluorescent dyes were added to a final concentration of 1 µM and 2.5 µg/ml respectively. At the end of the incubation period 40 µl PBS (room temperature) was added per well, the plate centrifuged for 1 min at 490 g and supernatant removed by aspiration to ~10 µl volume remaining per well. 10 µl 4% PFA in PBS containing 4 µg/ml DAPI was added and the samples incubated for 30 min at RT. The samples were washed by adding 60 ul PBS, centrifuging down and aspirating supernatant to 10 µl remaining volume. 50 µl PBS were added and 2.7 µl of the sample diluted into the imaging plate in PBS to final 30 µl volume. For *A. baumannii*, PBS was supplied with 4 µg/ml DAPI.

### Quantification of phenotypic changes with high content imaging and image analysis

Images of the samples for the three fluorescent stains where acquired using the Opera QEHS reader (Perkin-Elmer, Hamburg, Germany) equipped with a Nipkow Spinning disc for confocality using a 60x objective. Hoechst stain was imaged with laser excitation at 405 nm laser and a 455/50 nm band path (BP) filter for emission. The lipid membrane stain FM-64 was imaged using laser excitation at 488 nm, and a 565/40 nm/BP filter for emission and the Sytox stain with excitation at 488 nm and a 690/70 nm BP filter for excitation. 15 fields of view were imaged for each well, corresponding to ~0.23 mm^2^.

For phenotype characterization and quantification, an image analysis algorithm was developed for the instrument integrated software Acapella, generating a per-well derived cell population statistics comprising more than 100 features based on identification of cells and subcellular structures. Segmentation of individual cells was performed on the binary thresholded and converted membrane stain image, followed by noise removal based on area and multiple steps of morphological filling and a smoothing procedure with dilation and erosion. Cell clusters were identified and removed from subsequent analysis in multiple filtering steps: Touching objects upon dilation, cells exceeding a maximum area threshold or a length dependent width threshold and cells containing nucleoid clusters exceeding a width and area maximum. The membrane region was defined as an equidistant shift relative to the cell border. DNA cluster structures were identified independently of the cell outlines using the nuclei segmentation algorithm implemented in the software and then mapped back to the cell structures. More fine-granular segmentation of DNA clusters was obtained with the micronuclei module (DetectMicronucleiSP3) making use of a sliding parabola filter for background correction as well as texture filters for background and contrast filtering. Spot-like structures of the membrane were identified using the local intensity maxima followed by contrast and intensity selection steps (Spot_detection_C algorithm).

A default parameter setting for all segmentation modules were established using visual inspection to allow correct segmentation of a large range of phenotypes obtained upon treatment with reference compounds. Analysis of the experimental data was carried out on the Columbus database (Columbus™ Image Data Storage and Analysis system, PerkinElmer, Hamburg, Germany

A complete list of the features used for further analysis can be found in the Supplementary Materials and Method section, Table S1.

### Data processing

Statistical calculations and Machine Learning are carried out using R, both for LOED detection (batch mode) and from within Spotfire (Tibco Software Inc. Palo Alto, USA) by the user, i.e. interactively. Spotfire is attached to a relational database (Oracle Corporation, Redwood Shores, USA) which allows the user to dynamically add new data and annotations on the well level.

Quality control and curation of the data is carried out through custom spotfire templates with interactive annotation based on multiple visualizations of the data including direct link to original images. This allows the identification of wells with low cell number or other technical issues occurring during sample preparation, imaging or image analysis and systematic exclusion of poor quality data points from further analysis steps.

The LOED is identified for each combination of compound, concentration dilution series, bacterial strain and incubation time with n = 2–3 per experiment. The dataset consists of multiple readouts (features) normalized according to the MAD of the negative control samples on same plate. For each feature a dose-response relationship curve is fitted to the data, employing smoothing splines with maximum smoothness^19^. The process is illustrated in Supplemental Fig. 1. An LOED for the individual parameter (“individual LOED”) is determined if the spline’s 95% confidence interval completely exceeds the critical threshold of ±3x standard deviation of the negative control wells, relative to baseline of lowest concentrations (arrow-marked positions) and is defined as the concentration where this takes place. In case of no significant effect or technical failure for splinefit due to high noise level of the dataset no valid LOED will be derived for the individual feature. With individual LOEDs identified for at least three features, a consensus LOED is calculated using a weighted average of the individual LOEDs across all features with each feature’s contribution weighted by the goodness of its fit. To measure goodness of fit we use R^2^, the coefficient of determination, bounded to be between 0 and 1.

To reduce the shift of the LOED calculation towards higher concentrations caused by parameters where changes become significant at concentrations above the LOED, the data points from concentrations above 4x LOED are removed from the LOED identification in an iterative process. The statistic across experiments for the LOED is derived from the experiments for the individual compound, where the LOED is clearly within the dynamic range of the tested concentration range.

The quality of the fingerprint and consistency are assessed across the experiments used for a classification: Fingerprint quality: “Clear”: At least one parameter with >10 fold change in >85% of the individual data points at 4fold LOED. “Weak”, no single parameter with consistent change required for classification as “clear”, but visual inspection reveals presence of a systematic weaker fingerprint including >5 parameters. A heatmap visualization for the fold MAD distance to the DMSO well value for all parameters is used to verify that the fingerprint profile at the LOED is correctly identified and within the dynamic range of the dilution curve.

### Predictive modelling

For each compound a set of data points corresponding to the extracted values for the individual wells slightly above LOED are used for training the predictive model. During model training, the random forest algorithm^20^ is trained on a user-defined set of reference compounds, inducing clear and clearly distinct fingerprints, preferably covering different known modes of action. For each reference compound, the random forest algorithm infers a set of rules that associate patterns in the image readouts belonging to this compound with the associated compound label.

Model training involves finding suitable parameters for the “ntree” and “mtry” parameters, indicating the number of trees to grow in the forest, and the number of variables randomly sampled as candidates at each split of a decision tree in the forest, respectively. We keep ntree = 1000 constant and vary only mtry along three different values using the caret package^21^, with accuracy as metric function. For each mtry value, the model performance is estimated using out-of-bag (OOB) validation. The results are communicated to the user. Out-of-bag validation was shown to be an unbiased estimator of the mean accuracy^20^, as opposed to crossvalidation.

For training data, the compound label equals the compound name, i.e. we follow a multinomial classification setting. A trained random forest model returns the mutual similarity of any two training data points based on the RF proximity matrix, which is then used for identifying the compound-specific cluster centers of the training data (“archetypes”) and projecting the compound data points to 3-D using multidimensional scaling^22^. In addition, the overall variable importance, based on the Information Gain criterion calculated during rule inference, is derived.

After training, the resulting model can be queried to infer the similarity of the individual test compound data points to the set of reference compounds providing probabilities of similarities. A prediction returns a similarity distribution over the compound names used for training, indicating the similarity to any training compound. The similarity score for the individual test compounds is defined as the mean of the values for the individual data points.

### Data analysis for determining compound fingerprint similarity

For each random forest similarity score analysis, data points are combined from 2–3 independent experiments with the same compound set, each experiment with n = 2–3 to establish a random forest model. For *E. coli*, data points at 2x and 4x LOED are used, for *A. baumannii* 4x and 8x. The selected feature subset for each species is described in Supplementary Table S1.

As the first step in the classification of new test compounds on *E. coli* without known MoA, a similarity score was derived towards a default set of reference conditions: Colistin, Doxycycline, Ceftriaxone, Globomycin, Levofloxacin, Mecillinam and non-treated samples in the same experiment series. The quality of the model to predict difference and similarity was verified with the out of bag analysis, where a high score for the individual compound in classification of the samples used to build the model towards itself indicates a robust model. In our experience, a model where 0.7 or higher consistently is reached for all reference compounds towards them self is reliable for correct classification of test compounds. The exact value depends on strain, individual compound, parameter set and concentration shift relative to LOED.

The minimum fraction in the similarity score for a test compound MoA to likely be similar to one of the reference compounds was determined by analyzing a set of test compounds with the same and different MoA as the reference set.

The second step in the analysis is a series of similarity classifications custom to the set of test and additional reference compounds in the experiment. In a consecutive manner, the compounds are included one at a time in the set of reference compounds used to build the model by replacing one of the reference compounds. The reference compound is selected based on the fingerprint similarity to the test compound in such a way that all compounds in the reference set still have clearly distinct fingerprints. For a test compound to finally be classified as having a high similarity towards another compound, it should have a high similarity score in the resulting matrix analysis both when run as test and as a part of the reference set.

Preferably a small set of test compound analogs are classified in parallel, where a mutual high similarity score in the matrix, support that the fingerprint is the result of a single MoA.

### RNA-sequencing

*E. coli* bacteria were cultured in isosensitest-medium in the absence or presence of different antibiotics for ~ 25 min till ~OD 0.2 at concentrations expected to be sublethal (AZ-LolCDE: 200 µM; a1: 50 µM; Ceftriaxone: 0.75 µM; Chloramphenicol: 25 µM; Ciprofloxacin: 1 µM; Clarithromycin: 50 µM; Colistin: 0.13 µM; Doxycycline: 7.5 µM; Globomycin: 25 µM; Levofloxacin: 0.75 µM; Mecillinam: 5 µM; Meropenem: 0.78 µM; Nitrofurantoin: 50 µM; Nitroxoline: 100 µM; Norfloxacine: 1 µM; Polymyxin B: 0.25 µM; Trimethoprin: 50 µM).

After the treatment bacteria from 2 ml culture were isolated with centrifugation and resuspended in Qiagen RNAprotect Bacteria Reagent (Qiagen Inc., USA), incubated for 5 min, centrifuged, and flash frozen on dry ice. Total RNA was extracted by incubating bacteria in Enzymatic Lysis Buffer (lysozyme & proteinase K) for 5 min followed by addition of Qiagen RLT Lysis Buffer and RNA purification using the Qiagen RNeasy Mini kit combined with DNase treatment on a solid support (Qiagen Inc., USA). Template DNA molecules suitable for sequencing were prepared from 1000 ng of total RNA. First, bacterial ribosomal RNA was depleted using the Ribo-Zero Magnetic Kit Bacteria (Illumina Inc., San Diego, CA). After depletion, RNA was resuspended in TruSeq Total RNA Sample Prep Kit Fragmentation buffer (8.5 µl RNA and 8.5 µl buffer) and reverse transcribed into cDNA using random hexamer primer. Then cDNA was further processed for the construction of sequencing libraries according to the manufacturer’s recommendations using the TruSeq Stranded mRNA Sample Prep Kit (Illumina Inc., San Diego, CA). After 14 cycles of PCR amplification, the size distribution of the barcoded DNA libraries was estimated by electrophoresis on Agilent High Sensitivity Bioanalyzer microfluidic chips. Minimum sizes of amplified libraries were determined as >200 nucleotides and average sizes of ~340 nucleotides. Libraries were quantified using the KAPA Library Quantification Kit (Kapa Biosystems, Boston, MA). Barcoded Libraries were randomized and pooled at equimolar concentrations, spiked with 1% PhiX control library, and diluted to 20 pM prior to loading onto the flow cell of an Illumina HiSeq2500 instrument (Illumina Inc., San Diego, CA) for both clustering and sequencing. Libraries were extended and bridge amplified to create single sequence clusters using the HiSeq PE Cluster Kit v4 cBot HS (Illumina Inc., San Diego, CA). The flow cell carrying amplified clusters was then sequenced in high output run mode with 50 cycles for read 1, 7 cycles for the barcode index and 50 cycles for read 2 using the HiSeq SBS Kit v4 chemistry (Illumina Inc., San Diego, CA). 2 × 50-bp paired-end reads were generated with ~11 million read pairs per sample. Real time image analysis and base calling was performed on the HiSeq2500 with the HiSeq Control Software v2.2.37. CASAVA software version 1.8.2 was used for demultiplexing and production of FASTQ sequence files.

The RNA-sequencing data from this study has been deposited at the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE110137.

### Bioinformatic analysis of RNA-sequencing data

To estimate gene expression levels, paired-end RNA-seq reads were mapped onto the *E. coli* genome (GenBank: U00096) by using the short read aligner GSNAP and Genbank/EcoGene transcript annotations^23,24^. Mapped reads for all gene transcripts (counts) were combined into a single value, normalized and denoted as RPKMs (number of mapped reads per kilobase transcript per million mapped reads)^25^. Heat map visualization was performed in R.

A subset of significantly changed genes was selected based on the fold change in RPKM with the potential to still detect compound specific changes in expression level and discriminate as many of the MoAs in the compound set as possible. Corresponding *E. coli* reporter cell lines, expressing GFP under the individual gene promoter were selected from the Weizman-library^26,27^. Following the compound induced changes to GFP intensity for the individual lines was determined in a dose dependent manner using the same image based approach as for morphological characterization, with the key readout being the cell population median of intensity in the GFP channel normalized to individual cell area. Incubation with compound was extended to 1.5 h. Since not all compounds induce morphological changes, the concentration used for comparing molecular profile of the individual compounds was selected based on reduction in cell number. for the POC classification, the lowest individual compound concentration where the median cell number across all experiments were reduced more than 50% relative to negative control (AZ-LolCDE: 200 µM; a1: 25 µM; Ceftriaxone: 0.047 µM; Chloramphenicol: 6.3 µM; Ciprofloxacin: 0.39 µM; Clarithromycin: 25 µM; Colistin: 1 µM; Doxycycline: 3.8 µM; Globomycin: 0.78 µM; Levofloxacin: 0.094 µM; Mecillinam: 2.5 µM (no concentrations with cell number reduction below 50% up to 10 µM, use concentration with highest frequency of reporterstrains with GFP intensity change); Meropenem: 3.1 µM; Nitrofurantoin: 25 µM; Nitroxoline: 50 µM; Norfloxacine: 0.39 µM; Polymyxin B: 1 µM; Trimethoprin: 0.78 µM). Hierarchical clustering of both, rows (compounds) and reporter genes (columns), was performed by using the Euclidean distance and the Ward’s method^28^.

## Supplementary information

Supplementary information

## Data Availability

The RNA-sequencing data from this study has been deposited at the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE110137. Data used to generate the similarity score are available upon reasonable request from the corresponding author. A description of the quantified parameters is available in the supplementary section to allow users of any suitable imaging device and image analysis software to generate comparable dataset suitable for classification.

# Supplementary material for: Machine learning-powered antibiotics phenotypic drug discovery
**Source:** Sci Rep. 2019 Mar 21;9:5013. doi: 10.1038/s41598-019-39387-9
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

### ***Machine learning-powered antibiotics phenotypic drug discovery***

Sannah Zoffmann<sup>1,\*</sup>, Maarten Vercruysse<sup>1</sup>, Fethallah Benmansour<sup>1</sup>, Andreas Maunz<sup>1</sup>, Luise Wolf<sup>1</sup>, Rita Blum Marti<sup>1</sup>, Tobias Heckel<sup>1</sup>, Haiyuan Ding<sup>2</sup>, Hoa Truong<sup>1,§</sup>, Michael Prummer<sup>1,†</sup>, Roland Schmucki<sup>1</sup>, Clive S. Mason<sup>3</sup>, Kenneth Bradley<sup>1</sup>, Asha Ivy Jacob<sup>1</sup>, Christian Lerner<sup>1</sup>, Andrea Araujo del Rosario<sup>1</sup>, Mark Burcin<sup>1</sup>, Kurt Amrein<sup>1</sup> and Marco Prunotto<sup>1,‡</sup>

**Figure-S1**

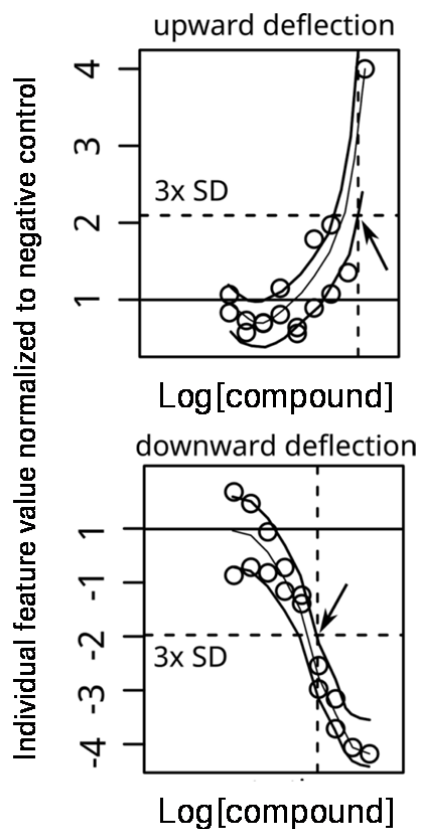

**Figure-S1 - Deriving LOED**

Example of a feature spline fit's 95% confidence interval completely exceeding (arrow) the critical thresholds of  $1 \pm 3$  standard deviation of DMSO (dashed horizontal). Top panel: Individual LOED (dashed vertical) detected by upward deflection. Lower panel: Individual LOED (dashed vertical) detected by downward deflection

**Table-S1**

| Feature in E. coli classification, (value figure 2C) | Category           | Segmented object(s)                    | Stain (for intensity) | feature                                                                                             | calculation      | feature calculation                                                                                 | population analysis | selection for A. baumannii classification |
|------------------------------------------------------|--------------------|----------------------------------------|-----------------------|-----------------------------------------------------------------------------------------------------|------------------|-----------------------------------------------------------------------------------------------------|---------------------|-------------------------------------------|
| 1                                                    | DNA morphology     | Whole cell/DNA sub-structure 2         |                       | count                                                                                               | objects per cell | 2 object counts per cell                                                                            | fraction            | x                                         |
| 2 (3)                                                | Cell morphology    | whole cell                             |                       | area                                                                                                | None             | area                                                                                                | mean                | x                                         |
| 3                                                    | Cell morphology    | whole cell                             |                       | area                                                                                                | None             | area                                                                                                | median              | x                                         |
| 4                                                    | Quality control    | cell cluster/initially segmented cells |                       | area                                                                                                | None             | area fraction                                                                                       | mean per field      |                                           |
| 5 (1)                                                | Cell morphology    | whole cell                             |                       | eccentricity                                                                                        | None             | eccentricity                                                                                        | median              | x                                         |
| 6                                                    | DNA morphology     | whole cell                             | DAPI                  | intensity (kurtosis)                                                                                | None             | intensity kurtosis                                                                                  | median              | x                                         |
| 7                                                    | Membrane integrity | whole cell                             | Sytox                 | intensity(kurtosis)                                                                                 | None             | intensity kurtosis                                                                                  | median              | x                                         |
| 8                                                    | Cell morphology    | whole cell                             |                       | length                                                                                              | None             | length                                                                                              | median              | x                                         |
| 9 (8)                                                | Membrane intensity | whole cell                             | membrane              | intensity                                                                                           | mean             | intensity mean                                                                                      | median              |                                           |
| 10                                                   | Membrane intensity | whole cell                             | membrane              | intensity                                                                                           | sum              | intensity sum                                                                                       | median              |                                           |
| 11                                                   | DNA intensity      | whole cell                             | DAPI                  | intensity                                                                                           | mean             | intensity mean                                                                                      | median              |                                           |
| 12                                                   | DNA intensity      | whole cell                             | DAPI                  | intensity                                                                                           | sum              | intensity sum                                                                                       | median              |                                           |
| 13                                                   | Cell morphology    | whole cell                             |                       | perimeter                                                                                           | None             | perimeter                                                                                           | median              | x                                         |
| 14                                                   | Quality control    | whole cell                             |                       | area/width                                                                                          | None             | area/width                                                                                          | fraction            |                                           |
| 15                                                   | Quality control    | whole cell                             |                       | clustering                                                                                          | None             | clustering                                                                                          | fraction            |                                           |
| 16 (2)                                               | Cell morphology    | whole cell                             |                       | shapefactor/roundness                                                                               | None             | shapefactor/roundness                                                                               | median              | x                                         |
| 17                                                   | DNA morphology     | whole cell                             | DAPI                  | intensity (skewness)                                                                                | None             | intensity skewness                                                                                  | median              |                                           |
| 18                                                   | Membrane integrity | whole cell                             | Sytox                 | intensity (skewness)                                                                                | None             | intensity skewness                                                                                  | median              | x                                         |
| 19                                                   | Membrane integrity | whole cell                             | Sytox                 | intensity                                                                                           | mean             | intensity mean                                                                                      | median              | x                                         |
| 20                                                   | Membrane integrity | whole cell                             | Sytox                 | intensity                                                                                           | sum              | intensity sum                                                                                       | median              |                                           |
| 21                                                   | Cell morphology    | whole cell                             |                       | width                                                                                               | None             | width                                                                                               | median              | x                                         |
| 22                                                   | Quality control    | initially segmented cells              |                       | area                                                                                                | None             | area                                                                                                | median              |                                           |
| 23                                                   | Quality control    | initially segmented cells              |                       | length                                                                                              | None             | length                                                                                              | median              |                                           |
| 24                                                   | Quality control    | initially segmented cells              |                       | width                                                                                               | None             | width                                                                                               | median              |                                           |
| 25                                                   | DNA morphology     | whole cell/DNA sub-structure 1         |                       | presence of DNA cluster                                                                             | None             | 0 object count per cell                                                                             | fraction            |                                           |
| 26                                                   | DNA morphology     | whole cell/DNA sub-structure 1         |                       | presence of DNA cluster                                                                             | None             | 0 object count per cell                                                                             | mean per field      |                                           |
| 27                                                   | Membrane integrity | DNA sub-structure 1                    | Sytox                 | intensity above threshold                                                                           | None             | average intensity above threshold                                                                   | fraction            |                                           |
| 28                                                   | DNA morphology     | whole cell/DNA sub-structure 1         |                       | area                                                                                                | None             | ratio DNA cluster area/cell area                                                                    | median              | x                                         |
| 29                                                   | Membrane integrity | whole cell                             | Sytox                 | intensity above threshold                                                                           | None             | average intensity above threshold                                                                   | fraction            |                                           |
| 30                                                   | Membrane integrity | DNA sub-structure 1                    | Sytox                 | intensity above threshold                                                                           | None             | average intensity above threshold                                                                   | fraction            |                                           |
| 31                                                   | Membrane spots     | whole cell/membrane/spot structure     | membrane              | Integrated background subtracted spot intensity in cell area per membrane area                      | mean             | Integrated background subtracted spot intensity in cell area per membrane area                      | mean                |                                           |
| 32                                                   | Membrane spots     | whole cell/membrane/spot structure     | membrane              | Integrated background subtracted spot intensity in cell area per integrated signal in membrane area | mean             | Integrated background subtracted spot intensity in cell area per integrated signal in membrane area | mean                | x                                         |
| 33                                                   | Membrane spots     | whole cell/membrane/spot structure     | membrane              | Integrated spot intensity in cell area per integrated signal in membrane area                       | mean             | Integrated spot intensity in cell area per integrated signal in membrane area                       | mean                | x                                         |
| 34                                                   | Membrane spots     | whole cell/membrane/spot structure     | membrane              | Integrated spot intensity in cell area per membrane area                                            | mean             | Integrated spot intensity in cell area per membrane area                                            | mean                |                                           |

Table-S1 continued

|        |                    |                                |          |                       |                  |                                                                                                                                    |          |   |
|--------|--------------------|--------------------------------|----------|-----------------------|------------------|------------------------------------------------------------------------------------------------------------------------------------|----------|---|
| 35     | Quality control    | membrane                       | membrane | intensity             |                  | pixel nr above threshold in membrane image defined as 0.8 x median of membrane image intensity normalized to total membrane region | none     |   |
| 36     | Membrane intensity | membrane                       | membrane | intensity             | mean             | intensity mean                                                                                                                     | median   |   |
| 37     | Membrane intensity | membrane                       | membrane | intensity             | sum              | intensity sum                                                                                                                      | median   |   |
| 38     | DNA intensity      | membrane                       | DAPI     | intensity             | mean             | intensity mean                                                                                                                     | median   |   |
| 39     | DNA intensity      | membrane                       | DAPI     | intensity             | sum              | intensity sum                                                                                                                      | median   |   |
| 40     | Membrane integrity | membrane                       | Sytox    | intensity             | mean             | intensity mean                                                                                                                     | median   | x |
| 41     | Membrane integrity | membrane                       | Sytox    | intensity             | sum              | intensity sum                                                                                                                      | median   |   |
| 42     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | distance              | mean             | distance mean from cell masscentre per cell                                                                                        | median   |   |
| 43     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | eccentricity          | mean             | eccentricity mean per cell                                                                                                         | median   | x |
| 44     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | length                | mean             | length mean per cell                                                                                                               | median   | x |
| 45     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | count                 | sum              | object count per cell                                                                                                              | mean     | x |
| 46     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | count                 | sum              | object count per cell                                                                                                              | median   |   |
| 47     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | perimeter             | mean             | perimeter mean per cell                                                                                                            | median   |   |
| 48     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | shapefactor/roundness | mean             | shapefactor/roundness mean per cell                                                                                                | median   | x |
| 49     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | area                  | sum              | area sum per cell                                                                                                                  | median   | x |
| 50     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | width                 | mean             | width mean per cell                                                                                                                | median   | x |
| 51     | DNA morphology     | Whole Cell/DNA sub-structure 2 |          | count                 | objects per cell | 1 object count per cell                                                                                                            | fraction | x |
| 52     | DNA morphology     | DNA sub-structure 1            |          | area                  | None             | area                                                                                                                               | mean     | x |
| 53     | DNA morphology     | whole cell/DNA sub-structure 1 |          | area                  | pixel sum        | area pixel sum                                                                                                                     | median   | x |
| 54     | DNA morphology     | DNA sub-structure 1            |          | area                  | None             | area                                                                                                                               | median   | x |
| 55 (6) | DNA morphology     | whole cell/DNA sub-structure 1 |          | area                  | pixel sum        | area pixel sum                                                                                                                     | median   | x |
| 56     | Quality control    | DNA sub-structure 1            |          | area                  | None             | area                                                                                                                               | mean     |   |
| 57     | DNA morphology     | DNA sub-structure 1            | DAPI     | contrast              | None             | contrast                                                                                                                           | mean     |   |
| 58     | DNA morphology     | whole cell/DNA sub-structure 1 | DAPI     | contrast              | mean             | contrast mean per cell                                                                                                             | median   |   |
| 59     | DNA morphology     | DNA sub-structure 1            |          | density               | None             | density                                                                                                                            | median   | x |
| 60     | DNA morphology     | DNA sub-structure 1            |          | eccentricity          | None             | eccentricity                                                                                                                       | median   | x |
| 61     | DNA morphology     | whole cell/DNA sub-structure 1 |          | eccentricity          | mean             | eccentricity mean per cell                                                                                                         | median   | x |
| 62     | DNA intensity      | DNA sub-structure 1            | DAPI     | intensity(kurtosis)   | None             | intensity kurtosis                                                                                                                 | median   | x |
| 63     | Membrane integrity | DNA sub-structure 1            | Sytox    | intensity(kurtosis)   | None             | intensity kurtosis                                                                                                                 | median   | x |
| 64     | DNA morphology     | DNA sub-structure 1            |          | length                | None             | length                                                                                                                             | median   | x |
| 65     | DNA morphology     | whole cell/DNA sub-structure 1 |          | length                | mean             | length mean per cell                                                                                                               | median   | x |
| 66     | DNA morphology     | whole cell/DNA sub-structure 1 | DAPI     | intensity(kurtosis)   | mean             | intensity kurtosis mean per cell                                                                                                   | median   | x |
| 67     | DNA intensity      | whole cell/DNA sub-structure 1 | DAPI     | intensity(skewness)   | mean             | intensity skewness mean per cell                                                                                                   | median   | x |
| 68 (4) | DNA intensity      | whole cell/DNA sub-structure 1 | DAPI     | average intensity     | mean             | average intensity mean per cell                                                                                                    | median   |   |
| 69     | DNA intensity      | whole cell/DNA sub-structure 1 | DAPI     | total intensity       | mean             | total intensity mean per cell                                                                                                      | median   |   |
| 70     | DNA intensity      | whole cell/DNA sub-structure 1 | DAPI     | average intensity     | sum              | average intensity sum per cell                                                                                                     | median   |   |
| 71     | Quality control    | DNA sub-structure 1            |          | count                 | None             | count DNA sub-structures in DNA clusters (touching)                                                                                | fraction |   |
| 72     | Quality control    | DNA sub-structure 1            | DAPI     | count                 | None             | count isolated DNA sub-structures                                                                                                  | fraction |   |
| 73     | DNA morphology     | whole cell/DNA sub-structure 1 | DAPI     | count                 | objects per cell | count objects per cell                                                                                                             | mean     | x |
| 74     | DNA morphology     | whole cell/DNA sub-structure 1 | DAPI     | count                 | objects per cell | count objects per cell                                                                                                             | median   |   |

Table-S1 continued

|         |                    |                                                        |          |                           |                  |                                                                            |          |   |
|---------|--------------------|--------------------------------------------------------|----------|---------------------------|------------------|----------------------------------------------------------------------------|----------|---|
| 75      | Quality control    | DNA sub-structure 1                                    | DAPI     | count                     | None             | average count per DNA cluster                                              | mean     |   |
| 76      | DNA morphology     | DNA sub-structure 1                                    | DAPI     | perimeter                 | None             | perimeter                                                                  | median   |   |
| 77      | DNA morphology     | whole cell/DNA sub-structure 1                         | DAPI     | perimeter                 | mean             | perimeter mean per cell                                                    | median   | x |
| 78      | DNA intensity      | DNA sub-structure 1                                    | DAPI     | average intensity         | None             | average intensity                                                          | median   |   |
| 79      | DNA intensity      | DNA sub-structure 1                                    | DAPI     | total intensity           | None             | total intensity                                                            | median   |   |
| 80      | Membrane integrity | Equidistant Ring around DNA sub-structure 1            | membrane | average intensity         | None             | average intensity                                                          | median   |   |
| 81      | Membrane integrity | Equidistant Ring around DNA sub-structure 1            | membrane | total intensity           | None             | total intensity                                                            | median   |   |
| 82      | Membrane integrity | whole cell/Equidistant Ring around DNA sub-structure 1 | membrane | average intensity         | mean             | average intensity mean per cell                                            | median   |   |
| 83      | Membrane integrity | whole cell/Equidistant Ring around DNA sub-structure 1 | membrane | total intensity           | mean             | total intensity mean per cell                                              | median   |   |
| 84      | Membrane integrity | whole cell/Equidistant Ring around DNA sub-structure 1 | membrane | average intensity         | pixel sum        | average intensity pixel sum per cell                                       | median   |   |
| 85      | DNA intensity      | Equidistant Ring around DNA sub-structure 1            | DAPI     | average intensity         | None             | average intensity                                                          | median   |   |
| 86      | DNA intensity      | Equidistant Ring around DNA sub-structure 1            | DAPI     | total intensity           | None             | total intensity                                                            | median   |   |
| 87      | DNA intensity      | whole cell/Equidistant Ring around DNA sub-structure 1 | DAPI     | average intensity         | mean             | average intensity mean per cell                                            | median   |   |
| 88      | DNA intensity      | whole cell/Equidistant Ring around DNA sub-structure 1 | DAPI     | total intensity           | mean             | total intensity mean per cell                                              | median   |   |
| 89      | DNA intensity      | whole cell/Equidistant Ring around DNA sub-structure 1 | DAPI     | average intensity         | pixel sum        | average intensity pixel sum per cell                                       | median   |   |
| 90      | DNA morphology     | DNA sub-structure 1                                    |          | shapefactor/roundness     | None             | shapefactor/roundness                                                      | median   | x |
| 91      | DNA morphology     | whole cell/DNA sub-structure 1                         |          | shapefactor/roundness     | mean             | shapefactor/roundness mean per cell                                        | median   | x |
| 92 (5)  | DNA intensity      | DNA sub-structure 1                                    | DAPI     | intensity(skewness)       | None             | intensity(skewness)                                                        | median   | x |
| 93      | Membrane integrity | DNA sub-structure 1                                    | Sytox    | intensity(skewness)       | None             | intensity(skewness)                                                        | median   | x |
| 94      | Membrane integrity | DNA sub-structure 1                                    | Sytox    | average intensity         | None             | average intensity                                                          | median   | x |
| 95      | Membrane integrity | DNA sub-structure 1                                    | Sytox    | total intensity           | None             | total intensity                                                            | median   |   |
| 96      | Membrane integrity | whole cell/DNA sub-structure 1                         | Sytox    | average intensity         | mean             | average intensity mean per cell                                            | median   | x |
| 97      | Membrane integrity | whole cell/DNA sub-structure 1                         | Sytox    | total intensity           | mean             | total intensity mean per cell                                              | median   |   |
| 98      | Membrane integrity | whole cell/DNA sub-structure 1                         | Sytox    | average intensity         | pixel sum        | average intensity pixel sum per cell                                       | median   |   |
| 99      | DNA morphology     | whole cell/DNA sub-structure 1                         | Sytox    | intensity(kurtosis)       | mean             | intensity(kurtosis) mean per cell                                          | median   |   |
| 100     | Membrane integrity | whole cell/DNA sub-structure 1                         | Sytox    | intensity(skewness)       | mean             | intensity(skewness) mean per cell                                          | median   |   |
| 101     | DNA morphology     | DNA sub-structure 1                                    |          | width                     | None             | width                                                                      | median   | x |
| 102     | DNA morphology     | whole cell/DNA sub-structure 1                         |          | width                     | mean             | width mean per cell                                                        | median   | x |
| 103     | Quality control    | whole cell/DNA sub-structure 1                         |          | count                     | None             | count per cell                                                             | fraction |   |
| 104     | Quality control    | whole cell/DNA sub-                                    |          | count                     | None             | count per cell                                                             | mean per |   |
| 105     | Membrane spots     | whole                                                  |          |                           |                  | number of spots per                                                        | mean     | x |
| 106     | Membrane spots     | whole                                                  |          |                           |                  | number of spots per                                                        | mean     | x |
| 107     | Membrane integrity | whole cell                                             | Sytox    | intensity above threshold | None             | average intensity above threshold                                          | fraction |   |
| 108     | DNA morphology     | Whole Cell/DNA sub-structure 2                         |          | count                     | objects per cell | >2 object counts per cell                                                  | fraction | x |
| 109     | DNA intensity      | DNA sub-structure 1                                    | DAPI     | total intensity           | pixel sum        | total intensity in DNA sub-structure 1 relative to total intensity in cell | median   | x |
| 110 (7) | Membrane integrity | whole cell                                             | Sytox    | average intensity         | None             | average intensity                                                          | mean     | x |
| 111     | Membrane integrity | DNA sub-structure 1                                    | Sytox    | average intensity         | None             | average intensity                                                          | mean     | x |
| 112     | DNA morphology     | Whole Cell/DNA sub-structure 2                         |          | count                     | objects per cell | 0 object count per cell                                                    | fraction | x |

**Table-S1:** *Individual image derived features used for Random Forest analysis*

Table-S1 describes the calculation of the individual feature values based on the underlying segmented objects, the stain used to extract the feature value, the type of feature calculation as well as the measure used for population analysis. The subset of features utilized for *A. baumannii* Random Forest classification are indicated by x. Segmented objects used for feature extraction comprised whole cells and subcellular structures on their own or mapped back to whole cells. Smaller DNA structures named DNA sub-structure 2, identified with a dedicated Micronuclei algorithm were always mapped back to the whole cells resulting in features summarized within cells and across the entire cell population per well. Nucleoid features were further described by an equidistant region in DNA clusters 1 and furthermore spot structures in the membrane region. Besides morphological features, intensity-based features were based on the three stains, indicated in the stain column. Measures derived from the segmented object are described in the feature calculation. The summary statistics used for the population analysis outlines the per well calculated value based on the entirety of segmented objects.

# Table-S2

| E. Coli                                    |                        |           | Reproducible fingerprint                       |      |      | CEFTRIAXONE |       | COLISTIN |       | DOXYCYCLINE |       | GLOBOMYCIN |       | LEVOFLOXACIN |       | MECILLINAM |       | DMSO   |       | Analysis count | LOED   |       |       |
|--------------------------------------------|------------------------|-----------|------------------------------------------------|------|------|-------------|-------|----------|-------|-------------|-------|------------|-------|--------------|-------|------------|-------|--------|-------|----------------|--------|-------|-------|
| Antibacterial                              | MOA                    |           |                                                |      |      | median      | stdev | median   | stdev | median      | stdev | median     | stdev | median       | stdev | median     | stdev | median | stdev |                | median | Stdev | count |
| Reference antibiotics                      |                        |           |                                                |      |      |             |       |          |       |             |       |            |       |              |       |            |       |        |       |                |        |       |       |
| Ceftriaxone                                | Cell wall              | clear     | out of bag analysis                            | 0.89 | 0.06 | 0.02        | 0.01  | 0.01     | 0.01  | 0.01        | 0.01  | 0.04       | 0.02  | 0.01         | 0.00  | 0.01       | 0.01  | 0.01   | 0.01  | 12             | -7.6   | 0.2   | 25    |
| Colistin                                   | membrane integrity     | clear     |                                                | 0.01 | 0.01 | 0.90        | 0.04  | 0.03     | 0.01  | 0.02        | 0.01  | 0.02       | 0.01  | 0.01         | 0.01  | 0.01       | 0.01  | 0.01   | 0.01  | -6.3           | 0.3    | 25    |       |
| Doxycycline                                | Ribosome               | clear     |                                                | 0.02 | 0.01 | 0.02        | 0.01  | 0.88     | 0.05  | 0.02        | 0.01  | 0.04       | 0.04  | 0.01         | 0.01  | 0.02       | 0.01  | 0.02   | 0.01  | -5.7           | 0.6    | 24    |       |
| Globomycin                                 | Lipoprotein export     | clear     |                                                | 0.01 | 0.01 | 0.02        | 0.03  | 0.01     | 0.01  | 0.89        | 0.05  | 0.01       | 0.01  | 0.04         | 0.02  | 0.00       | 0.00  | 0.00   | 0.00  | -5.2           | 0.6    | 24    |       |
| levofloxacin                               | Topoisomerase          | clear     |                                                | 0.04 | 0.04 | 0.01        | 0.01  | 0.04     | 0.02  | 0.01        | 0.01  | 0.88       | 0.06  | 0.01         | 0.01  | 0.01       | 0.00  | 0.01   | 0.00  | -7.3           | 0.7    | 24    |       |
| Mecillinam                                 | Cell wall              | clear     |                                                | 0.00 | 0.00 | 0.01        | 0.01  | 0.01     | 0.01  | 0.03        | 0.01  | 0.01       | 0.01  | 0.90         | 0.04  | 0.02       | 0.02  | 0.02   | 0.02  | -6.2           | 0.4    | 24    |       |
| DMSO                                       | DMSO                   |           | 0.01                                           | 0.01 | 0.02 | 0.02        | 0.04  | 0.02     | 0.00  | 0.00        | 0.01  | 0.01       | 0.04  | 0.02         | 0.88  | 0.06       |       |        |       |                |        |       |       |
| Test antibiotics: Reference MOA similar    |                        |           |                                                |      |      |             |       |          |       |             |       |            |       |              |       |            |       |        |       |                |        |       |       |
| Cefepim                                    | Cell wall              | clear     | reference antibiotics                          | 0.71 | 0.05 | 0.03        | 0.02  | 0.03     | 0.03  | 0.03        | 0.01  | 0.14       | 0.07  | 0.04         | 0.03  | 0.02       | 0.01  | 5      | -7.5  | 0.8            | 9      |       |       |
| Polymyxin_B                                | membrane integrity     | clear     |                                                | 0.04 | 0.02 | 0.61        | 0.25  | 0.06     | 0.04  | 0.08        | 0.01  | 0.03       | 0.03  | 0.03         | 0.06  | 0.14       | 0.16  | 4      | -6.5  | 0.9            | 9      |       |       |
| Clarithromycin                             | Ribosome               | clear     |                                                | 0.01 | 0.03 | 0.03        | 0.05  | 0.67     | 0.07  | 0.02        | 0.02  | 0.10       | 0.05  | 0.04         | 0.03  | 0.03       | 0.05  | 3      | -4.9  | 0.3            | 4      |       |       |
| Chloramphenicol                            | Ribosome               | clear     |                                                | 0.01 | 0.00 | 0.04        | 0.03  | 0.76     | 0.01  | 0.03        | 0.01  | 0.04       | 0.01  | 0.06         | 0.03  | 0.06       | 0.02  | 2      | -4.9  | 0.2            | 5      |       |       |
| AZ-LoCDE                                   | Lipoprotein export     | no 4xLoED |                                                | NA   | NA   | NA          | NA    | NA       | NA    | NA          | NA    | NA         | NA    | NA           | NA    | NA         | NA    | NA     | -4.0  | 0.1            | 8      |       |       |
| Ciprofloxacin                              | Topoisomerase          | clear     |                                                | 0.12 | 0.05 | 0.04        | 0.02  | 0.08     | 0.06  | 0.02        | 0.01  | 0.69       | 0.13  | 0.02         | 0.01  | 0.01       | 0.03  | 5      | -7.5  | 0.2            | 7      |       |       |
| Norfloxacin                                | Topoisomerase          | clear     |                                                | 0.12 | 0.07 | 0.01        | 0.01  | 0.13     | 0.03  | 0.01        | 0.00  | 0.72       | 0.06  | 0.01         | 0.01  | 0.01       | 0.01  | 4      | -7.1  | 0.2            | 3      |       |       |
| Test antibiotics: Unknown or different MOA |                        |           |                                                |      |      |             |       |          |       |             |       |            |       |              |       |            |       |        |       |                |        |       |       |
| Avibactam                                  | b-lactamase, Cell wall | clear     | Similarity score towards reference antibiotics | 0.02 | 0.01 | 0.04        | 0.03  | 0.05     | 0.03  | 0.09        | 0.05  | 0.01       | 0.03  | 0.61         | 0.09  | 0.18       | 0.09  | 5      | -5.2  | 0.4            | 9      |       |       |
| CCCp                                       | Membrane potential     | biphasic  |                                                | NA   | NA   | NA          | NA    | NA       | NA    | NA          | NA    | NA         | NA    | NA           | NA    | NA         | NA    | NA     | NA    |                |        |       |       |
| GyrB/ParE ATPase                           | Topoisomerase          | clear     |                                                | 0.07 | 0.06 | 0.08        | 0.01  | 0.28     | 0.10  | 0.02        | 0.00  | 0.39       | 0.09  | 0.03         | 0.01  | 0.13       | 0.12  | 2      | -6.5  | 0.1            | 5      |       |       |
| MD3                                        | SPase1                 | no 4xLoED |                                                | NA   | NA   | NA          | NA    | NA       | NA    | NA          | NA    | NA         | NA    | NA           | NA    | NA         | NA    | NA     | -4.0  | 0.4            | 9      |       |       |
| Nitrofurantoin                             | unknown                | clear     |                                                | 0.11 | 0.04 | 0.10        | 0.04  | 0.24     | 0.12  | 0.08        | 0.02  | 0.39       | 0.09  | 0.06         | 0.06  | 0.04       | 0.03  | 4      | -5.2  | 0.1            | 8      |       |       |
| Nitroxoline                                | unknown                | no        |                                                | NA   | NA   | NA          | NA    | NA       | NA    | NA          | NA    | NA         | NA    | NA           | NA    | NA         | NA    | NA     | NA    |                |        |       |       |
| Triclosan                                  | FabI                   | clear     |                                                | 0.04 | 0.04 | 0.29        | 0.17  | 0.09     | 0.16  | 0.18        | 0.08  | 0.08       | 0.05  | 0.06         | 0.12  | 0.17       | 0.07  | 3      | -4.9  | 0.6            | 6      |       |       |
| Trimethoprim                               | DNA synthesis          | clear     |                                                | 0.09 | 0.02 | 0.06        | 0.02  | 0.22     | 0.10  | 0.10        | 0.02  | 0.29       | 0.12  | 0.11         | 0.02  | 0.09       | 0.10  | 4      | -6.0  | 0.5            | 8      |       |       |

## Table-S2 Similarity score for known antibacterial compounds on E coli WT

Similarity score derived with Random forest analysis from compiled phenotypic changes quantified across multiple experiments. The Random Forrest model is established using the parameter set for the six reference antibiotics and non-treated samples using the values at 2 and 4 fold LOED. Each analysis combines values from 2-3 experiments with n=2-3. The number of data points for each reference condition is reduced to a similar number by automated selection of data points for the individual experiments. The similarity score in the individual experiment is the frequency of matching prediction expressed as a fraction of 1, where a higher value represents a higher similarity.

Fingerprint quality: "Clear": At least one parameter with >10 fold change in >85% of the individual datapoints at 4fold LOED. "Weak", no single parameter with consistent change required for classification as "clear", but visual inspection reveals presence of a systematic weaker fingerprint including >5 parameters. LOED is derived for each individual experiment with n=1-3.

# Table-S3

## Table-S3 -Identification of MoA for new antibacterial compound classes

Similarity score for compound effect on E. coli ΔTolC derived using Random Forest based classification in 2-5 experiment series, each 2 independent experiments. Column 1-7. Standard set of reference compounds, median value. Each of the following columns is for the similarity score generated with a slightly different reference set where the indicated test

compound has replaced the compound with the closest profile in the reference set. Only the similarity score towards the new reference compound is displayed.

How the deposited data were processed for this re-analysis (not part of the article)

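RNAseq libraries of E. coli treated for 25 min with 1 of 17 compounds (3 libraries each) or with DMSO (6 libraries) were analysed, 57 in all. Conditions, concentrations and library numbers were taken from the sample labels and the methods, and the compound labelled B-01 was kept under that name. Every column of the deposited tables matched 1 library by its label.

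The authors mapped paired-end reads of 50 bases with GSNAP onto the genome U00096 with Genbank and EcoGene transcript annotation and combined the mapped reads of each gene into 1 value. The version of GSNAP and the settings of the counting, including whether it used the strand, are not given in the sources used here, so values of overlapping and antisense genes are uncertain. The authors deposited these values as estimated counts without normalization, and as RPKM, the reads per kilobase scaled to the number of mapped reads. Gene lengths implied by both tables were within 1 base of those in a reference gene table (ASM584v2) for 3864 of 3948 genes compared. That table was used for names only, and 4151 symbols matched it directly and 198 through an older symbol. The 129 entries without a symbol were left out of library sizes and tests. Another 55 entries carry 9 symbols that occur more than once, which are insertion sequence genes that share reads.

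Counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM scaling, filterByExpr) in 1 model with a term for each condition. The main tests, most alternatives and the gene sets were chosen before the data were examined, and those added later are named with the results that depend on the processing. The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 1), RLE size factors, library size alone, no filter on low counts, no fold limit, fits of 1 compound with DMSO alone, a term for the number series, and leaving out each library in turn. Adjusted p values that DESeq2 did not give were left out. The standard errors of log2 fold changes are not estimates that edgeR gives. They are the size of the log2 fold change divided by the square root of the F statistic of its quasi-likelihood test.

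The depth is high enough that the spread between libraries, with a common dispersion of 0.0986 in edgeR, limits the precision more than counting error. On simulated counts with the means and sizes of these libraries and 200 genes changed 4-fold, over 4274 genes, 182 genes (91%) were recovered for B-01 and 197 (98.5%) for Trimethoprim, with 5 and 2 false calls. At most 1 gene was called in any of the 15 simulated groups without change. The changed genes were drawn only from genes with higher expected counts, and the libraries were drawn without differences between number series. These values therefore do not cover smaller changes, weakly expressed genes or false calls that differences between the series could give. Comparisons of replicates and MoA were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. On simulated data with MoA effects over 4193 genes, 51 of 51 libraries were nearest to their own compound, 13 of 13 compounds were nearest to their MoA and the MoA difference was 0.663. On 20 simulated sets without effects, p was under 0.05 in 1 for replicates, in 3 for the MoA difference and in 1 for nearest neighbours.

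The level of correlation that shared DMSO libraries give alone came from 20 simulated sets in which the compound and the DMSO libraries were both drawn without change. The design had set the simulated groups against the real DMSO libraries, which leaves out the chance values that the comparisons share, and was changed for that reason after the first value was seen. The simulated libraries were independent of each other, which does not hold for the close pairs of DMSO libraries in a number series. The level is therefore approximate and may be too high.

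Genes named in the text follow a rule. They are entC and recN, which the paper names, the genes in the keys of Fig. 5b and Fig. 5e that the tables hold, and for each compound the increased and the decreased gene with the largest log2 fold change among those called, with every treated library beyond every DMSO library and a mean of at least 50 counts in the higher group. The small calls with Ceftriaxone and the genes that set Nitroxoline replicate 58 apart were added after their values were seen. Gene sets were tested with camera at a preset correlation of 0.01 over 9 sets and 17 compounds. The sets were SOS (25 genes), iron uptake (35), zinc (7), Rcs (14), Cpx (11), heat shock (14), cold shock (12), ribosomal proteins (54) and fatty acid synthesis (13). Fluorescence and imaging measurements were not analysed here.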

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

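Of the tests in this part, the comparison of the heat shock genes with Nitrofurantoin and Nitroxoline and both tests of the other gene sets were chosen only after the result was seen, as was the rule that named the sets.

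Each gene set called with a compound for which it was not listed in advance was named where its median log2 fold change against DMSO was at least 1 in size, which gave 12 combinations of set and compound. The keys of Fig. 5b and Fig. 5e hold 4 genes of the cold-shock set, 3 of the iron uptake set, 2 of the ribosomal protein set and 1 of the heat shock set, and the other genes of these sets are outside those keys. Dixon's test passed its critical value in 0 of 42 measures of the 6 DMSO libraries, but these libraries lie in close pairs by number series, which leaves the test little power to flag a single library.

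The 14 heat shock genes were lower with Chloramphenicol (median log2 fold change -4.09), Clarithromycin (-4.34), Doxycycline (-4.21) and Trimethoprim (-2.34), with 0 of 14 genes higher in each, and fry called all 4 as camera did. Camera with a correlation between genes estimated from the data called none of them. The scaling of the libraries does not explain the decrease, since with library size alone the highest median of the 4 compounds was -2.26. A response common to all compounds that change many genes is argued against by Nitrofurantoin and Nitroxoline, where the lowest median was 0.852. Differences between the number series are argued against as well for the ribosome compounds. Against the DMSO libraries of its own series, the highest median of a ribosome compound library was -2.936. Over all 12 libraries the highest was -0.333, in Trimethoprim replicate 26, with -3.359 and -4.108 in Trimethoprim replicates 52 and 78. Mecillinam replicate 66 reached -0.765 on this measure, so the decrease with Trimethoprim rests on replicates 52 and 78. A candidate explanation is a response to less protein synthesis, which the ribosome compounds share by their MoA, but growth and protein synthesis were not measured in these libraries and no test of it was possible.

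The other 8 combinations were the Cpx genes with Chloramphenicol (-1.40), Doxycycline (-1.15) and Nitroxoline (2.00), cold-shock genes with Trimethoprim (1.48), fatty acid synthesis genes with Nitroxoline (-1.36), iron uptake genes with Nitrofurantoin (2.91) and Polymyxin B (1.47), and ribosomal protein genes with Polymyxin B (-1.004). With library size alone each kept its direction, and the smallest median in size was 0.681, for ribosomal protein genes with Polymyxin B. In 8 of the 8, all 3 libraries moved in the same direction against the DMSO libraries of their own number series. Scaling and number series therefore do not account for these patterns. The size of the iron uptake value with Polymyxin B leans on replicate 12. Against all DMSO libraries its median was 2.543, with 0.786 in replicate 38 and 0.68 in 64. Against the DMSO libraries of their own series these 3 libraries were at 1.769, 0.95 and 1.295. Of the 8, fry called 7 and not the ribosomal protein genes with Polymyxin B (adjusted p = 0.0619, fry with Benjamini-Hochberg adjustment), and camera with the estimated correlation called none. Whether the compounds reach these genes directly or through dose or growth was not tested.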

How the results depend on the processing

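The separate DMSO libraries for the MoA similarity, the term for the number series in the replicate, MoA similarity and class comparisons, the lipoprotein export compounds in the cell wall class, and the number of MoA groups in 1 branch were chosen only after the data were seen.

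No test and no called value of a named gene reversed its direction. The value of entC with Levofloxacin, which was not called, ranged from -0.519 to 0.389 with single libraries left out. The balance of increased and decreased genes reversed for 6 compounds. For Chloramphenicol (782 increased and 715 decreased) it was 729 and 760 with RLE, 571 and 911 with library size alone, 454 and 828 with limma and 737 and 771 with DESeq2. For Doxycycline (762 and 675) it was 689 and 738 with library size alone and 564 and 677 with limma, and for Nitroxoline (1139 and 974) 1004 and 1046 and 802 and 1056. For Trimethoprim (394 and 296) it was 296 and 315 with limma and 489 and 614 without Trimethoprim replicate 26, and for Ciprofloxacin (40 and 50) 38 and 33 in a fit with DMSO alone. Leaving out single DMSO libraries reversed it for Chloramphenicol, Clarithromycin and Doxycycline, and leaving out Ciprofloxacin replicates 47 or 73 for Ciprofloxacin. Without the fold limit the number of changed genes was 454 for AZ-LolCDE, 2455 for Chloramphenicol, 215 for Ciprofloxacin, 2629 for Clarithromycin, 2389 for Doxycycline, 406 for Globomycin, 559 for Levofloxacin, 2424 for Nitrofurantoin, 804 for Norfloxacin, 1059 for Polymyxin B and 1472 for Trimethoprim, since this alternative by its construction adds genes. B-01 changed 68 genes with DESeq2 (41 increased and 27 decreased). Fits of 1 compound with DMSO alone, which hold fewer libraries, gave 1 gene for Ceftriaxone and 0 for Mecillinam, where limma on log2(RPKM + 1) also gave 0. At an unadjusted p under 0.05 Mecillinam had 72 genes in edgeR, 79 in DESeq2 and 53 in limma. With library size alone Levofloxacin changed 348 genes (36 increased and 312 decreased) and Norfloxacin 505 (46 and 459). The cause was not tested for DESeq2, limma and library size.

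With each library left out in turn the number of changed genes ranged from 3 to 47 for B-01, 2 to 4 for Ceftriaxone, 0 to 1 for Mecillinam, 195 to 333 for Norfloxacin and 356 to 1103 for Trimethoprim. The low values came without B-01 replicate 20, Ceftriaxone replicate 37, Mecillinam replicates 40 or 66 or DMSO replicates 53 or 54, Norfloxacin replicate 76 and Trimethoprim replicate 78. The number of MoA groups in 1 branch was 2 of 5 with Euclidean distance and Ward linkage, where the membrane and lipoprotein compounds mixed, and 4 in the other settings. Camera with the estimated correlation called 14 combinations of gene set and compound instead of 59. The cause was not tested.

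The comparisons of replicates, of MoA similarity, of nearest neighbours and of classes kept a p under 0.05 in every alternative. The MoA difference was 0.526 with separate DMSO libraries, 0.544 with Spearman's rho, 0.564 over changed genes and 0.539 with library size alone. The separate DMSO libraries came from the same close pairs, so they do not remove what these pairs share. Of 373 alternatives for 125 values of named genes, 361 kept their call and direction and 12 kept the direction but not the call. With each library left out in turn, 19 of 127 calls of named genes were lost without at least 1 library. DESeq2 gave no adjusted p for spy with Ceftriaxone and with Nitroxoline. Depth limits these results little, but with 3 libraries per compound the spread between libraries does.

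Most libraries, though not all, varied with their number series. In deviations from the group means, 44 of 51 libraries had a correlation above 0.1 with the DMSO libraries of their series. The lowest was -0.065, the median 0.379 and the highest 0.712. The main fit has no term for the series and counts the DMSO libraries as independent. Their chi-square per degree of freedom was at most 28.15 within a series and at least 341.31 between series. The p values of the main fit and the SD over DMSO libraries do not allow for these pairs. Leaving out a single DMSO library keeps the other library of its pair, so it tests this dependence little. With the number series as a block in the fit (replicate block), the number of changed genes was 95 for B-01 (70 increased and 25 decreased), 289 for AZ-LolCDE, 5 for Ceftriaxone, 1513 for Chloramphenicol, 131 for Ciprofloxacin, 1717 for Clarithromycin, 190 for Colistin, 1466 for Doxycycline, 272 for Globomycin, 240 for Levofloxacin, 1 for Mecillinam, 1521 for Nitrofurantoin, 2139 for Nitroxoline, 343 for Norfloxacin, 594 for Polymyxin B and 753 for Trimethoprim. The block changed the MoA difference to 0.548, the class difference to 2.469, the libraries nearest to their own compound to 35 of 51 and the gene set calls to 63. The common dispersion was 0.0651 with the block.

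Each compound's 3 libraries and the 6 DMSO libraries were split in all 84 ways. The real split called the most genes for AZ-LolCDE (1 split as large as the real one, the real one included). The same held for Chloramphenicol (1), Clarithromycin (1), Doxycycline (1), Nitrofurantoin (1), Nitroxoline (1), Norfloxacin (1), Polymyxin B (1) and Trimethoprim (1), which argues against chance. Over all splits the argument is weaker for Colistin (2), Globomycin (2), B-01 (3), Ciprofloxacin (3) and Levofloxacin (3), where other splits called more genes. Among the 27 splits with 1 library of each series, only the real one was as large for each of these compounds. The others of these 27 called 0 genes. The largest other split called 102 genes against 36 for B-01, 324 against 71 for Ciprofloxacin and 267 against 168 for Levofloxacin. These splits are not adjusted for the 17 compounds. Chance cannot be excluded for Ceftriaxone over all splits (5), but of the 27 splits with 1 library of each series only the real one was as large, with 1 changed gene. For Mecillinam and Meropenem the fit called 0 genes, so all 84 splits are as large and nothing is decided. Splits that put the libraries of 1 number series together reached the real result for B-01 with the third series, for Ciprofloxacin and Levofloxacin with 2 of the series, for Colistin and Globomycin with 1, and for Ceftriaxone with all 3, and the counts with the block are those given above.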

Differences from the paper's values

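No test in this part was chosen after the result was seen. The paper's depth of about 11000000 is in read pairs and the totals here are in counts, so the 2 are not on one scale. All 57 totals lie above that number (lowest 12230812, median 17253780, which is more than 1.5 times as many), and the distance to the median is within the SD over the libraries, which the 4 totals above 40000000 widen. None of the baseline RPKM values of the 21 genes of Fig. 5b, read by eye, differed from the values here both by more than the spread between libraries and by more than 1.5 times.

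In Fig. 5a Trimethoprim stands next to Ciprofloxacin, apart from the ribosome compounds, so that no branch can hold Trimethoprim and the ribosome compounds alone. Here Trimethoprim joined the branch of the ribosome compounds, with r between 0.642 and 0.711 with them and between 0.302 and 0.378 with the topoisomerase compounds. In both, the ribosome, topoisomerase, membrane and lipoprotein export compounds stood together, as did Nitrofurantoin and Nitroxoline.

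The headings of Fig. 5c and the key of Fig. 5d give the increase with Levofloxacin to entC and that with Nitroxoline to recN, while the text gives them the other way round. In the RNAseq values entC rose with Nitroxoline (log2 fold change 8.07) and not with Levofloxacin (-0.013), and recN rose with Levofloxacin (4.84), as in the text.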

Other observations

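Of the tests in this part, those of Trimethoprim were chosen before the result was seen, and those of the cell wall compounds, the topoisomerase compounds, Nitroxoline replicate 58, the envelope response and the DMSO libraries only after.

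Trimethoprim, which does not act on the ribosome, had a profile close to the ribosome compounds (r between 0.642 and 0.711 across genes, which are not independent replicates). With separate DMSO libraries the lowest r was 0.643. Both sides then held libraries of the same close DMSO pairs, so this cannot rule out the shared DMSO libraries. Simulated groups without change that shared DMSO libraries reached at most 0.403 for a pair. The r values with the ribosome compounds lay above this approximate level. A response common to all compounds that change many genes is argued against by Nitrofurantoin and Nitroxoline, whose highest r with Trimethoprim was 0.306. The similarity does not rest on a single library, since in the fits without a number series the lowest r with a ribosome compound was 0.594. Each of these fits held Trimethoprim replicate 52 or 78, so they do not show whether replicate 26 shares the profile. In the comparison of replicates, 52 and 78 were nearest to each other (r = 0.825). The library nearest to replicate 26 was Ciprofloxacin replicate 21 (r = 0.422). A candidate explanation is that both reduce protein synthesis, but this was not tested, and it was found in the same libraries it would explain.

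The cell wall compounds changed few genes. Spread between the number series does not explain it, since with the series as a block the most genes changed with a cell wall compound were 5, against at least 95 with any other compound. Lower depth does not explain it either: the lowest total of a cell wall library was 13819852 counts and the highest 21811534, while the lowest total of any other library was 12230812. The dose and the time of treatment stay open as explanations and were not tested, as the labels hold 1 dose of each compound.

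With the topoisomerase compounds more genes fell than rose. Over 5 settings of scaling and test, the highest share of increased genes for these 3 compounds was 44.4%, so the scaling does not explain it. For Ciprofloxacin this balance rests on single libraries and on the fit. Without Ciprofloxacin replicate 47, 43 genes rose and 32 fell, and without replicate 73, 36 rose and 35 fell. In a fit with the DMSO libraries alone, which is not among the 5 settings, 38 rose and 33 fell. With the number series as a block, also not among the 5 settings, the balance was kept, with 51 increased and 80 decreased genes (38.9% increased). No biological explanation was tested.

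Nitroxoline replicate 58 stood apart from replicates 6 and 32. Between replicates 6 and 32, 31 genes were more than 4-fold apart, against 523 between 6 and 58 and 515 between 32 and 58. Chosen after their values were seen, spy was at 62990 CPM in replicate 58 and 926.6 and 773.1 in 6 and 32, yhcN at 44600 against 613.3 and 508.2, norV at 28.5 against 4519 and 3081, and ygiD at 37.3 against 7509 and 4571. Its most correlated library was Nitrofurantoin replicate 3 (r = 0.652), with Nitroxoline replicate 32 at 0.640. A mislabelled Nitrofurantoin library is argued against by its SOS genes, whose median difference from DMSO was 0.289, against 1.62, 1.58 and 1.94 in the Nitrofurantoin libraries. A few genes taking most of the counts do not explain it, since without the 10 most abundant genes 534 genes were still more than 4-fold apart between replicates 32 and 58. Differences between the number series are argued against by the r of 0.052 across genes with the difference of that series in DMSO, and lower depth by its 15326085 counts. A difference in how the culture responded to the compound stays open as an explanation and was not tested.

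The compounds that disturb membrane integrity and those that act on lipoprotein export shared an envelope response, with r of 0.831 for Colistin and Globomycin, 0.788 for Globomycin and Polymyxin B, 0.767 for AZ-LolCDE and Colistin and 0.734 for AZ-LolCDE and Polymyxin B. With separate DMSO libraries the lowest r was 0.731, but both sides then held libraries of the same close DMSO pairs. This cannot rule out the shared DMSO libraries. Simulated groups without change that shared DMSO libraries reached at most 0.403 for a pair, an approximate level below these r values. A shared stress on the envelope is a candidate explanation, as a hypothesis found in these libraries.

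The DMSO libraries lay apart by number series, with a chi-square per degree of freedom of at most 28.15 within a series. Depth does not explain it: 8 of the 12 pairs of libraries of different series differed in total by no more than the 3018306 counts seen within a series, and their lowest chi-square was 341.31. The share of ribosomal RNA does not explain it either, since the 8 pairs of different series no further apart in it than the 0.464 percentage points seen within a series also had a lowest chi-square of 341.31. No biological explanation was tested.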
